# The podocytes’ inflammatory responses in experimental GN are independent of canonical MYD88-dependent toll-like receptor signaling

**DOI:** 10.1038/s41598-024-52565-8

**Published:** 2024-01-27

**Authors:** Thomas Schömig, Paul Diefenhardt, Ingo Plagmann, Bastian Trinsch, Tim Merz, Giuliano Crispatzu, David Unnersjö-Jess, Jasper Nies, David Pütz, Claudio Sierra Gonzalez, Bernhard Schermer, Thomas Benzing, Paul Thomas Brinkkoetter, Sebastian Brähler

**Keywords:** Glomerular diseases, Toll-like receptors, Podocytes

## Abstract

Podocytes form the kidney filtration barrier and continuously adjust to external stimuli to preserve their integrity even in the presence of inflammation. It was suggested that canonical toll-like receptor signaling, mediated by the adaptor protein MYD88, plays a crucial role in initiating inflammatory responses in glomerulonephritis (GN). We explored the influence of podocyte-intrinsic MYD88 by challenging wild-type (WT) and podocyte-specific *Myd88* knockout (MyD88^pko^) mice, with a model of experimental GN (nephrotoxic nephritis, NTN). Next-generation sequencing revealed a robust upregulation of inflammatory pathways and changes in cytoskeletal and cell adhesion proteins in sorted podocytes from WT mice during disease. Unchallenged MyD88^pko^ mice were healthy and showed no proteinuria, normal kidney function and lacked morphological changes. During NTN, MyD88^pko^ exhibited a transient increase in proteinuria in comparison to littermates, while histological damage, podocyte ultrastructure in STED imaging and frequencies of infiltrating immune cells by flow cytometry were unchanged. MYD88-deficiency led to subtle changes in the podocyte transcriptome, without a significant impact on the overall podocyte response to inflammation, presumably through MYD88-independent signaling pathways. In conclusion, our study reveals a comprehensive analysis of podocyte adaptation to an inflammatory environment on the transcriptome level, while MYD88-deficiency had only limited impact on the course of GN suggesting additional signaling through MYD88-independent signaling.

## Introduction

Podocytes are highly specialized epithelial cells that constitute the core of the renal filtration barrier. Their limited capacity for regeneration underscores the importance of preserving their structure and function. Any impairment or loss of podocytes can result in reduced renal function, proteinuria, and eventually, end-stage kidney disease. In certain conditions like minimal change disease and membranous nephropathy, podocytes are directly damaged^1^. In contrast, rapid and progressive glomerulonephritis (RPGN) primarily targets endothelial cells (e.g., anti-neutrophil cytoplasmic antibody (ANCA)-associated GN) or the glomerular basement membrane (anti-GBM-GN)^2,3^. However, the subsequent infiltration of immune cells and production of proinflammatory cytokines during RPGN create a highly inflammatory environment, which eventually harms podocytes^4^.

We have recently demonstrated that a podocyte-specific knockout of the NF-κB-essential modulator (NEMO), a central molecule of the pro-inflammatory NF-κB signaling cascade, can reduce proteinuria in a model of experimental GN (nephrotoxic nephritis, NTN) by decreasing the secretion of inflammatory cytokines^5^. Moreover we found that signaling through NEMO causes alterations of the actin cytoskeleton through small GTPases of the Rho family^6^. Despite the association between most glomerular diseases and a pro-inflammatory environment, the mechanisms by which podocytes detect and respond to these stimuli are not fully understood. Toll-like receptors (TLRs) are among the most prominent receptor families responsible for transmitting inflammatory signals to cells, comprising 10 members in humans and 13 members in rodents^7^. These signaling pathways can be divided into two distinct classes based on their downstream adaptor proteins.

The TIR domain-containing adaptor-inducing IFNβ (TRIF)-dependent pathway, which is activated by TLR3 and TLR4, is primarily active in macrophages and dendritic cells to create type 1 interferon responses^8,9^. TLR1,2,5–9 signaling, on the other hand, leads to the activation of myeloid differentiation factor 88 (MYD88) dependent pathways. MYD88, a cytoplasmic adaptor protein, is not only central in TLR signal transduction, but is also involved in IL-1R signaling, acting via IRAK1, IRAK4, IRF7, TRAF6 and NEMO to ultimately activate NF-κB-dependent gene products^7,10^. As a result, TLR stimulation induces the transcription of pro-inflammatory cytokines such as IFNα, IL-6, IL-1β, TNFα as well as chemokines such as IP-10 and MIG^10,11^.

Within the kidney, TLRs are found in various cell types, including podocytes, and can be triggered by different stimuli like lipid A and fibrinogen^12^. Furthermore, in murine models of glomerular inflammation such as cryoglobulinemic MPGN and streptozotocin-induced diabetic nephropathy, an increase in TLR expression within the kidney is observed as the disease progresses. Depleting TLR2 and TLR4 has been shown to reduce renal inflammation in these models^13–15^. Notably, studies in a murine model of membranoproliferative GN revealed a connection between disease severity and the expression of TLR9 in the periglomerular area^16^. In humans, TLR2 and TLR4 are predominantly found in endothelial cells and podocytes, whereas TLR9 is almost exclusively localized in podocytes. Patients with ANCA-associated GN exhibited a significant upregulation of these TLRs. Intriguingly, the expression levels of TLR2 and TLR4 correlate with both the extent of histological damage and decline in renal function, suggesting that TLR signaling plays a central role in human disease^17^.

TLR signaling through MYD88 is known for its central role in initiating the NF-κB pathway and activating the innate immune response. However, there is a lack of experimental evidence regarding the functional role of TLR signaling in podocytes. In this study, we aimed to investigate the transcriptomic response of podocytes during glomerular inflammation and to assess the influence of MYD88-dependent signaling in podocytes under both healthy and diseased conditions.

## Materials and methods

### Animals

*Myd88*^flox^ mice were a kind gift from Manolis Pasparakis^18^. They were mated with our recently published *Nphs2*.2a.iCre.2a.mTomato (Pod^TOM^) mouse, which combines podocyte-specific Cre-expression with expression of the fluorophore mTomato^19^. Mice were kept on a C57BL/6N background and housed under specific pathogen-free conditions. Animal experiments were performed according to national and institutional animal care and ethical guidelines (Animal welfare office, University of Cologne, Germany) and were approved by the State office of North Rhine-Westphalia, Germany, Department of Nature, Environment and Consumer protection (LANUV NRW, approval AZ 81-02.04.2019.A085).

### Animal experiments and functional studies

Groups of Pod^TOM^ x *Myd88*^*flox/flox*^ mice (referred to as MyD88^pko^) and Pod^wt/wt^ x *Myd88*^*flox/flox*^ littermate controls (referred to as WT) were analyzed between the ages of 8–52 weeks. NTN was induced in 8- to 16-weeks old, male MyD88^pko^ and WT controls by tail vein injection of 9 µl per gram body weight of nephrotoxic sheep serum (PTX-001 Sheep Anti-GBM, Probetex Inc., Texas, USA) on two consecutive days. The dosage of this batch of nephrotoxic serum was based on a recent publication^20^. Organs were harvested at the time points indicated in the figures and in the figure legends after cardial perfusion with cold PBS. For fluorescent activated cell sorting (FACS), MyD88^pko^ mice and Pod^TOM^ controls were used. All methods are reported in accordance with the ARRIVE guidelines.

Albuminuria was determined in spot urine by standard ELISA (Bethyl Laboratories). Urinary creatinine was measured using a standard assay (Cayman Chemicals). BUN was measured using standard laboratory methods or colorimetric assay (Cayman Chemicals).

### Morphometric studies

For histology, 2 µm sections of FFPE kidney tissues were stained with periodic-acid-Schiff and acid Fuchsin Orange G following standard protocols. For immunohistochemistry, 4 µm thick sections were blocked with peroxidase blocking buffer and Avidin/Biotin Blocking Kit (SP-2001, Vector Laboratories), stained with antibodies directed against WT1 (abcam, clone CAN-R9(IHC)-56-2, diluted 1:1000), and developed using an HRP immunodetection Kit (Vectastain Elite ABC anti-mouse Kit) and DAB staining solution (DAB Substrate Kit, Vector Laboratories). 25 glomerular cross-sections per kidney section were analyzed in a blinded fashion, and the positive cells were counted manually. For IF, mouse kidneys were frozen, and embedded in Tissue-Tek OCT (Sakura). Sections were fixed with 4% PFA and blocked using 5% normal donkey serum with 0.1% Triton-sodium azide. Slides were incubated with antibodies against Podocin (P0372, Sigma-Aldrich) and Cy3 coupled donkey anti-sheep-IgG (Jackson ImmunoResearch), followed by AF488 coupled donkey anti-rabbit antibody for 1 h at room temperature (Jackson Immuno Research) and mounted with ProLong Gold Antifade Reagent with DAPI (Invitrogen). IF was analyzed using a Zeiss Apotome 2 microscope.

### Stimulation emission depletion (STED) microscopy and semi-automated quantification of slit diaphragm length

The protocol was performed as previously described^21^. Briefly, formalin-fixed kidney tissue was incubated in hydrogel solution (4% vol/vol acrylamide, 0.25% wt/vol VA-044 initiator, and PBS) and cut using a Vibratome. Sections were incubated in clearing solution (200 mM boric acid and 4% SDS, pH 8.5) for 16 h at 50 °C and thereafter washed in 0.1% Triton X in PBS (PBST). Cleared sections were incubated with primary antibodies at 37 °C for 24 h followed by secondary antibodies (24 h at 37 °C). A rabbit anti-Podocin primary antibody (catalog no. P0372; RRID: AB_261982; 1:100; Sigma-Aldrich) and a donkey anti-rabbit Abberior STAR 635P secondary antibody (1:50) were used to stain for Podocin. The secondary antibodies were conjugated as follows: fluorophores (Atto-594 NHS ester; catalog no. 08741; Sigma-Aldrich or Abberior STAR 635P NHS ester; catalog no. 07679; Sigma-Aldrich) were conjugated to a donkey anti-rabbit IgG (catalog no. A16037; RRID: AB_2534711; Thermo Fisher Scientific, Bremen, Germany), 1 M NaHCO_3_ was added at a dilution of 1:10 to ensure basic conjugation conditions. The fluorophores were dissolved in DMSO at a concentration of 10 mg/ml. Fluorophores and antibodies were mixed at a 20-fold molar excess of fluorophores and incubated on a shaker (1 h at room temperature). A centrifugal filter (Amicon Ultra 0.5 centrifugal filter 30-MW cutoff; catalog no. UFC5030; Sigma-Aldrich) and centrifugation at 14,000×*g* (10 min) was used to remove the excess fluorophores. After filling up with PBS containing 0.1% sodium azide, the centrifugation step was repeated, and PBS containing 0.1% sodium azide was added for a final antibody concentration of 1 mg/ml. Morphometric analyses of the STED images and semi-automated detection and quantification were performed with ImageJ/Fiji software using a recently published algorithm^21,22^.

### Renal leukocyte isolation

Kidneys were minced and incubated in digestion medium (RPMI 1640 medium containing 10% FCS, 1% Penicillin/Streptomycin, 250 µg/ml Collagenase B, and 30U/ml DNase) at 37 °C for 45 min, then dissociated using the gentleMACS dissociator (Miltenyi Biotec). Percoll gradient (37% Percoll; GE Healthcare, Chalfont St. Giles, Great Britain) centrifugation was performed. The leukocyte layer was carefully aspirated and transferred to a 96-well plate or flow cytometry tubes for antibody staining.

### Staining for flow cytometry

Cells were pre-incubated with anti-CD16/32 antibody (Biolegend) for 5 min at 4 °C. Fluorochrome-labeled antibodies were added and incubated for 30 min at 4 °C. The following antibodies were used for stainings: anti-CD45 (30-F11), anti-CD19 (1D3) purchased from BD Bioscience, anti-CD4 (GK1.5), anti-CD8a (53–6.7), anti-TCRb (H57-597), anti-CD11b (M1/70), anti-F4/80 (BM8), anti-NK1.1 (PK136), anti-Ly6C (HK1.4) and anti-Ly6G (1A8) all purchased from Biolegend. Zombie Aqua staining (Biolegend) was used to exclude dead cells during flow cytometry. Data was acquired on a BD LSR Fortessa Cytometer (BD Bioscience).

## Podocyte isolation and RNA isolation

Podocytes were isolated from the kidneys as previously described^23^. Kidneys were harvested, and both renal arteries were dissected. Kidneys were perfused with 2 ml of Dynabeads solution (Dynabeads M-450 tosylactivated, Thermo Fisher Scientific) through the renal artery. After mincing, an enzymatic digestion was performed with Collagenase II (300U/ml, Worthington), Pronase E (1 mg/ml, Sigma-Aldrich and DNAse I (50 U/µl, Applichem) at 37 °C for 15 min. After sieving through a 100 µm strainer, glomeruli were isolated using a DynaMag magnet (DynaMag-2, Invitrogen). Glomeruli were then disrupted through a combination of enzymatic digestion and manual disruption by repetitive pipetting for 45 min at 37 °C. After sieving through a 40 µm cell strainer, cells were stained with DAPI and sorted using a BD FACSAria III (BD Bioscience). Living podocytes were defined as DAPI^neg^mTomato^+^. Flow cytometry of isolated glomeruli revealed 85.67% living cells, of which 19.88% were podocytes. RNA was isolated following manufacturers protocol (RNAqueous Micro-Kit, Thermo Fisher Scientific). Extraction quality control was performed using the Agilent 2200 TapeStation.

### Pre-amplification, library prep and RNA sequencing

Due to the low amount of input material, pre-amplification using the Ovation RNASeq System V2 was performed. cDNA synthesis, library preparation and quantification was performed as was described previously^24^. Sequencing was performed on a NovaSeq 6000 sequencing instrument with a 2 × 100 bp paired-end sequencing setup.

### Bulk RNA-sequencing analysis

After demultiplexing, adapters were trimmed using cutadapt 3.5. Reads were then pseudoaligned to the mm10 / GRCm38 reference genome using kallisto-0.43.1^25^. Differential isoform expression analysis was conducted using sleuth-0.3.0 (R-3.5.0)^26^. Ensembl v90 was used to annotate transcripts, while pathway analysis was facilitated using ConsensusPathDB-r35 with default settings (Pathway-based sets; minimum overlap with input list: 2; p-value cutoff: 0.01). Unannotated genes were removed from further analysis.

### Quantitative PCR for isolated podocytes and renal cortex

Total RNA was extracted from isolated podocytes as described above and from renal cortex using Direct-zol RNA Miniprep kit (R2050, Zymo Research, Irvine, USA), and then reverse transcribed into cDNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitiative PCR was performed on an Applied Biosystems 7500 Fast Real-Time PCR System with standard protocol and following TaqMan gene expression assays (Thermo Fisher Scientific): *Myd88* (Mm00440338_m1), *Ccl2* (Mm00441242_m1), *Il1b* (Mm00434228_m1) and *Actb* (Mm02619580_g1) as the internal control for normalization. Data were analyzed using the ΔΔCt method.

## Results

### Bulk RNA sequencing of sorted podocytes reveals profound transcriptional changes in cytoskeletal, adhesion and proinflammatory pathways during GN

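Podocytes are the epithelial cells whose foot processes cover the glomerular capillaries of the kidney. The values reported here come from 6 RNA-seq libraries of podocytes sorted from Pod TOM mice. Of these, 3 libraries are from untreated mice (replicates titled AOL_1081, AOL_1082 and AOL_1086) and 3 from mice on day 5 after injection of nephrotoxic serum, 9 µl per g body weight on each of 2 days in a row (replicates AOL_1225, AOL_1231 and AOL_1265). The serum contains sheep antibodies that bind in the glomeruli and start an immune-mediated glomerulonephritis (nephrotoxic nephritis, NTN). Glomeruli were isolated with magnetic beads, digested to single cells and sorted, and the small amounts of RNA were amplified to cDNA before library preparation and paired-end sequencing. The authors trimmed the reads with cutadapt and assigned them to Ensembl transcripts of the mouse genome build GRCm38 with kallisto, which gives an estimated count and a TPM value (an abundance scaled by transcript length and library total) for each transcript in each library. The estimated counts summed to 14563271 to 19483013 per library (median 15918603) in untreated and to 20080140 to 26502298 (median 21502720) in nephritic podocytes. Genes with a count above 0 numbered 18420 to 19996 in the untreated and 24826 to 27494 in the nephritic libraries.

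For the tests, the estimated counts were summed over the transcripts of each gene, rounded and normalized by TMM. Levels are given as CPM (counts scaled to a fixed library total), as mean ± SD over the libraries of a group. Differences were tested with edgeR's quasi-likelihood test in one fit over all 11 libraries of the study, those of MyD88 pko mice included, so that all groups share one estimate of the spread. P-values were adjusted by Benjamini-Hochberg over 21200 genes, with a threshold of 0.05. The paper tested single transcripts with sleuth, which draws on bootstrap estimates that were not used here, and transcripts were therefore tested with the same edgeR model. Choices that can change the numbers are the use of genes or of transcripts, the scaling between libraries when many genes change at once, the filter on low counts and the libraries that share the estimate of the spread. The labels state that 6 libraries were pooled without naming them, so a sequencing batch could not be entered as a term. The threshold, the gene lists and the rule for naming genes were fixed before the data were examined.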

To gain a comprehensive insight into the transcriptional changes during experimental GN, bulk-RNA sequencing was performed on sorted podocytes under healthy conditions and on day 5 after NTN induction. FACS was facilitated by the expression of mTomato under the control of the podocin promoter^19^. 

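The sorted cells carried podocyte transcripts at high levels. The 39 genes of a podocyte marker list together held 72830 to 89750 CPM in the 3 untreated and 52120 to 59400 CPM in the 3 nephritic Pod TOM libraries. Markers of other glomerular cells that a sort could carry over lay far lower. The 17 glomerular endothelial markers summed to 133.7 to 167.3 CPM in untreated and 199.7 to 371.2 CPM in nephritic podocytes, and the 15 mesangial and smooth muscle markers to 171.2 to 254.6 and 214.6 to 377.3 CPM. The 15 proximal tubule markers summed to 68.1 to 211.3 and 85.2 to 160.2 CPM.

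Of the 17 endothelial markers, 11 rose and none fell in NTN (14 and 1 when adjusted over the list alone), with a median log2 fold change of 1.81. The camera test gave an adjusted p = 0.000253, and an adjusted p = 0.582 with an estimated correlation. *Cdh5*, which encodes the endothelial adhesion molecule VE-cadherin, rose from 4.59 ± 1.15 to 31.4 ± 8.07 CPM (n = 3 each; log2 fold change 2.76, adjusted p = 8.32e-06 from edgeR). *Emcn*, encoding the endothelial sialomucin endomucin, rose from 4.36 ± 3.53 to 28.6 ± 8.07 CPM (log2 fold change 2.69, adjusted p = 0.00158 from edgeR). Of the 15 mesangial and smooth muscle markers, 7 rose and none fell (8 and 1 when adjusted over the list alone; median log2 fold change 0.58, camera adjusted p = 0.088). Among them, *Acta2*, smooth muscle actin, rose from 2.39 ± 0.185 to 19.9 ± 9.56 CPM (log2 fold change 3.05, adjusted p = 0.000538 from edgeR). In untreated Pod TOM podocytes, 12 of the endothelial and 14 of the mesangial markers were already at 1 CPM or more. Of 18 macrophage and monocyte markers, 3 rose and 1 fell (3 and 1 when adjusted over the list alone; camera adjusted p = 0.0819), of 6 neutrophil markers 2 rose (3 over the list alone; camera adjusted p = 0.135), and of 10 lymphocyte markers 2 rose (2 over the list alone; camera adjusted p = 0.184). None of the 15 proximal tubule markers changed (camera adjusted p = 0.492).

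The nephritic libraries also carried more signal over genes of other tissues. The 549 vomeronasal receptor genes, which are used by sensory neurons of the nose, summed to 70.7 to 88.1 CPM in the untreated Pod TOM libraries. They summed to 474.7 CPM in the NTN replicate AOL_1225, 276 in AOL_1231 and 209.6 in AOL_1265. Without the 3 NTN libraries of the study that held most of this signal, an alternative chosen after the values were seen, 7 of the endothelial markers rose.

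**Figure D1:**
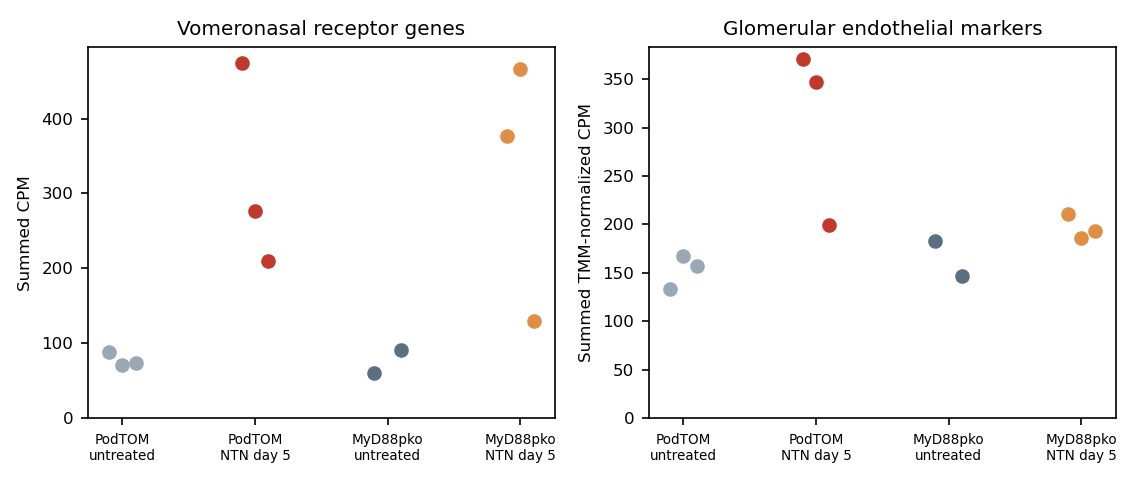
Summed CPM over vomeronasal receptor genes and over glomerular endothelial markers, with 1 point per library and the libraries grouped by genotype and disease. Vomeronasal receptor sums of the 6 NTN libraries lie between 130.5 and 474.7 CPM and those of the 5 untreated libraries between 60.7 and 91.2 CPM.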

Principal component analysis (PCA) confirmed the clustering of podocytes into their respective experimental group (Fig. 1A). 

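The untreated and the nephritic Pod TOM libraries lay on opposite sides of the first principal component. On the log2 CPM of the 500 most variable genes over these 6 libraries, the first component held 77.58% of the variance and the second 7.91%. The untreated replicates scored -54.58, -45.18 and -48.26 on the first component, and the nephritic replicates 63.02, 50.08 and 34.93. On all 21200 genes the first component held 57.93%, and on the 500 most variable transcripts 57.39%. Pearson's correlation of log2 counts across genes was 0.965 to 0.976 between untreated replicates, 0.943 to 0.950 between nephritic replicates and 0.908 to 0.949 between an untreated and a nephritic replicate. These correlations are across genes, which are not independent replicates.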

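*Tagln*, which encodes the actin-binding protein transgelin, rose from 20.4 ± 2.73 CPM in untreated to 318 ± 57 CPM in nephritic Pod TOM podocytes (n = 3 each; log2 fold change 3.96, standard error 0.204, adjusted p = 1.24e-08 from edgeR). *H2-K1*, the heavy chain of an MHC class I molecule, rose from 76.1 ± 6.82 to 359 ± 49.1 CPM (log2 fold change 2.24, standard error 0.16, adjusted p = 4.84e-07 from edgeR). *Thsd7a*, encoding a membrane protein at the podocyte foot processes, fell from 6310 ± 786 to 1400 ± 193 CPM (log2 fold change -2.17, standard error 0.17, adjusted p = 8.94e-07 from edgeR). *Mpp5*, encoding the polarity protein PALS1, fell from 2180 ± 94 to 638 ± 104 CPM (log2 fold change -1.77, adjusted p = 2.98e-06 from edgeR).

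Of 21200 genes tested, 3381 were higher and 2106 lower in NTN (edgeR). Of 58207 transcripts tested, 1799 were higher and 1364 lower (edgeR). The higher genes included 2912 protein-coding genes, 459 pseudogenes, and 379 olfactory or vomeronasal receptor genes, and 1383 of them had a mean under 5 CPM in NTN. The lower genes included 7 such receptor genes. Higher genes made up 61.6% of the calls. With limma on log2(TPM + 1), which scales by transcript length and total, 1355 genes were higher and 3355 lower, so that higher genes made up 28.8%. This setting tested 17557 genes with a mean of at least 1 TPM and used no further scaling between libraries. A group of 9 satellite-like predicted genes held 18120 to 77110 CPM in the NTN libraries of the study. Signal of this kind takes part of the total and so lowers the TPM of other genes. The median log2 fold change was 0.19 over the 21200 genes with TMM and -0.16 over the 17557 genes on log2(TPM + 1).

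Without replicate AOL_1225, 1981 genes were higher and 1288 lower, and without replicate AOL_1082, 2192 were higher. For transcripts, the counts were 695 higher and 478 lower without replicate AOL_1225, 816 and 570 without AOL_1231, 1050 and 758 without AOL_1082, and 1031 and 854 without AOL_1086. With the vomeronasal receptor signal of each library as a covariate, chosen after the values were seen, 625 genes were higher and 143 lower. This signal was higher in every NTN library than in every untreated one, so the covariate overlaps with disease. Here and below, a call or fold change lost with it does not show that the change came from this signal.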

A total of 2915 transcripts were upregulated, and 2382 were downregulated (Fig. 1B, C). We analyzed the top 100 most significantly up-and downregulated genes (sorted by ascending adjusted p-value) enriched in pathway-based GO:terms. This analysis revealed a pronounced upregulation of genes associated with the actin cytoskeleton and its regulation. 

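Of 47 genes of the actin cytoskeleton and of contractility, 25 rose and 2 fell in nephritic podocytes (27 and 4 when adjusted over the list alone). The median log2 fold change was 0.64. The camera test gave an adjusted p = 0.000428, and an adjusted p = 0.582 with an estimated correlation. *Myl12a*, which encodes a regulatory light chain of non-muscle myosin, rose from 218 ± 22.8 to 723 ± 76.8 CPM (n = 3 each; log2 fold change 1.73, standard error 0.161, adjusted p = 3.86e-06 from edgeR). *Cnn2*, encoding the actin-binding protein calponin 2, rose from 31.8 ± 6.89 to 122 ± 4.66 CPM (log2 fold change 1.94, standard error 0.181, adjusted p = 4.07e-06 from edgeR). *Flna*, encoding the actin crosslinker filamin A, rose from 207 ± 14.1 to 655 ± 29.4 CPM (log2 fold change 1.66, standard error 0.167, adjusted p = 7.26e-06 from edgeR). *Myh9*, the heavy chain of non-muscle myosin IIA, was at 1240 ± 224 and 1170 ± 84.6 CPM (log2 fold change -0.08, adjusted p = 0.767 from edgeR). The cytoplasmic actin gene *Actg1* was at 1370 ± 183 and 1530 ± 360 CPM (log2 fold change 0.16, adjusted p = 0.619 from edgeR). Over the 6 NTN libraries of the study, *Actg1* was lower where the vomeronasal receptor signal was higher (Pearson's r = -0.92, permutation p = 0.0042, Spearman's rho = -0.943, permutation p = 0.0167, r = -0.809 without the 2 farthest libraries, adjusted p = 0.0344 over 33 relations).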

Key genes, such as *Actn1, Actn4, Fnbp1* and *Arhgap23*, which are critical for actin cytoskeletal organization and remodeling through small Rho GTPases, along with genes pivotal for cell contractility like *Tpm1, Myl12b, Myl6* were significantly upregulated. This upregulation reflects the extensive structural remodeling observed in podocytes, known as foot process effacement (Fig. 1D). 

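The genes for both non-muscle alpha-actinins, for tropomyosin 1 and for the light chains of myosin rose in NTN. *Actn1* (alpha-actinin 1, chromosome 12 of GRCm38 from 80167547 to 80260371) rose from 108 ± 8.36 CPM in untreated to 269 ± 34.1 CPM in nephritic Pod TOM podocytes (n = 3 each; log2 fold change 1.31, standard error 0.185, adjusted p = 0.000151 from edgeR). *Myl6*, the essential light chain of non-muscle myosin (chromosome 10, 128490860 to 128494145), rose from 273 ± 27.3 to 647 ± 45.6 CPM (log2 fold change 1.25, standard error 0.168, adjusted p = 0.000101 from edgeR). *Myl12b*, a regulatory light chain (chromosome 17, 70973133 to 70990890), rose from 90.1 ± 13.2 to 200 ± 22.3 CPM (log2 fold change 1.15, standard error 0.158, adjusted p = 0.000119 from edgeR). *Tpm1*, encoding the actin-filament protein tropomyosin 1 (chromosome 9, 67022590 to 67049406), rose from 1320 ± 174 to 2090 ± 196 CPM (log2 fold change 0.66, standard error 0.184, adjusted p = 0.0156 from edgeR). This call was lost without NTN replicate AOL_1231 (adjusted p = 0.054) and without untreated replicate AOL_1081 (0.0716). *Actn4* (alpha-actinin 4, chromosome 7, 28893248 to 28962340) rose from 1020 ± 237 to 1580 ± 108 CPM (log2 fold change 0.64, standard error 0.197, adjusted p = 0.0261 from edgeR). Its adjusted p was 0.0915 without replicate AOL_1231, 0.116 without AOL_1082, 0.108 without AOL_1086, and 0.262 on length-scaled TPM counts and 0.544 on log2(TPM + 1).

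*Fnbp1*, which encodes a membrane-curving protein (chromosome 2, 31026206 to 31142008), rose from 346 ± 36.4 to 495 ± 62.3 CPM (log2 fold change 0.52, standard error 0.175, adjusted p = 0.0401 from edgeR). Its adjusted p was 0.114 without replicate AOL_1231, 0.103 without AOL_1265, 0.131 without AOL_1082 and 0.124 without AOL_1086, and its log2 fold change was -0.25 on length-scaled TPM counts and -0.49 on log2(TPM + 1). *Arhgap23* (chromosome 11, 97415533 to 97502402) was at 330 ± 97.2 and 453 ± 59.9 CPM (log2 fold change 0.46, standard error 0.204, adjusted p = 0.105 from edgeR). Its adjusted p was 0.0194 without untreated replicate AOL_1081, 0.0174 on length-scaled TPM counts and 0.0165 on log2(TPM + 1).

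**Figure D2:**
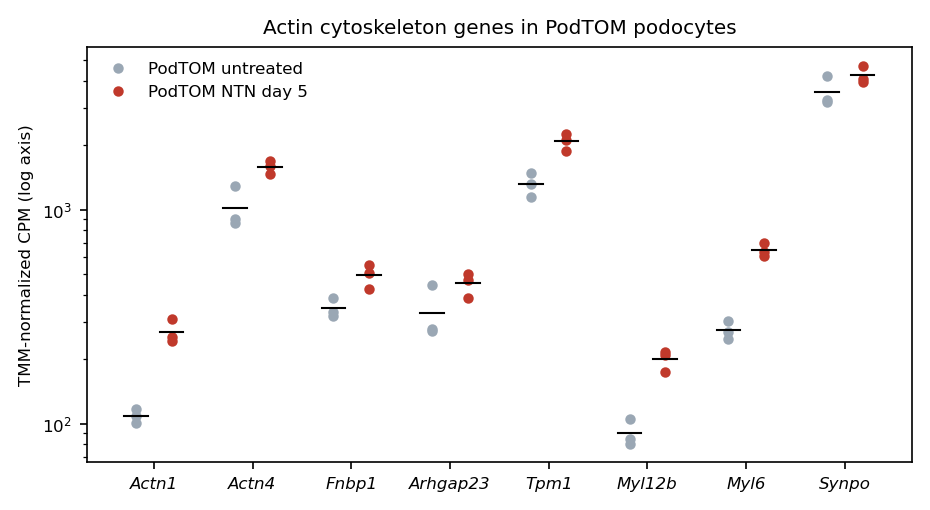
CPM of 8 genes of the actin cytoskeleton in the libraries of untreated and nephritic Pod TOM podocytes, on a log axis, with 1 point per library and a line at each group's mean. The points of *Actn1*, *Actn4*, *Fnbp1*, *Tpm1*, *Myl12b* and *Myl6* do not overlap between the groups, and those of *Arhgap23* and *Synpo* do.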

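Podocyte markers moved the other way. Of the 39 genes of the podocyte list, 20 fell and 6 rose in NTN (22 and 6 when adjusted over the list alone), with a median log2 fold change of -0.51. The camera test gave an adjusted p = 2.22e-05, and an adjusted p = 0.582 with an estimated correlation. *Robo2*, encoding a guidance receptor that binds the nephrin complex, fell from 1050 ± 60.8 to 439 ± 16.5 CPM (n = 3 each; log2 fold change -1.26, standard error 0.135, adjusted p = 1.2e-05 from edgeR). *Dach1*, a transcription factor gene, fell from 560 ± 36.1 to 288 ± 21.6 CPM (log2 fold change -0.96, adjusted p = 0.000196 from edgeR). *Tcf21*, encoding a transcription factor of podocyte development, rose from 97.3 ± 4.44 to 211 ± 2.6 CPM (log2 fold change 1.12, adjusted p = 0.000165 from edgeR). With the vomeronasal receptor signal as a covariate, chosen after the values were seen, 4 markers fell and 3 rose, with a median log2 fold change of -0.09. The paper states that the rise of the actin genes mirrors the structural remodeling of podocytes, foot process effacement.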

Notably, Synpo, an actin-associated protein, was the most differentially expressed gene, underscoring the recently described protective function in adriamycin-induced podocyte injury^27^. 

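*Synpo*, the gene of synaptopodin (chromosome 18 of GRCm38 from 60593973 to 60660142), was expressed at 3550 ± 564 CPM in untreated and 4240 ± 402 CPM in nephritic Pod TOM podocytes (n = 3 each) when its transcripts were summed. The log2 fold change of the gene was 0.26 (standard error 0.173, adjusted p = 0.277 from edgeR). A single transcript, Synpo-204, was at 0 in every untreated library and at 282.6 ± 106.1 CPM in NTN, at least 4540-fold higher when 3 counts over the untreated group are taken as the floor (adjusted p = 0.000117 from edgeR). On the scale of the paper's sleuth test, the natural log of the normalized count + 0.5, its difference was 9.23, with the second smallest p of all transcripts after Gm10722-201. The most abundant transcript, Synpo-205, was at 2069 ± 968.3 and 1916 ± 460.8 CPM (log2 fold change -0.11, adjusted p = 0.897 from edgeR). Synpo-201 was at 744.2 ± 330.4 and 1151 ± 235.5 CPM (log2 fold change 0.63, adjusted p = 0.296 from edgeR), and Synpo-206 at 298.3 ± 125.6 and 645.7 ± 156.4 CPM (log2 fold change 1.11, adjusted p = 0.088 from edgeR). Of the 2571 31-mers of Synpo-204, the sequence words from which kallisto assigns reads, 29 occur in no other *Synpo* transcript. Its level may therefore rest on how shared reads were divided, which was not examined on the reads.

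**Figure D3:**
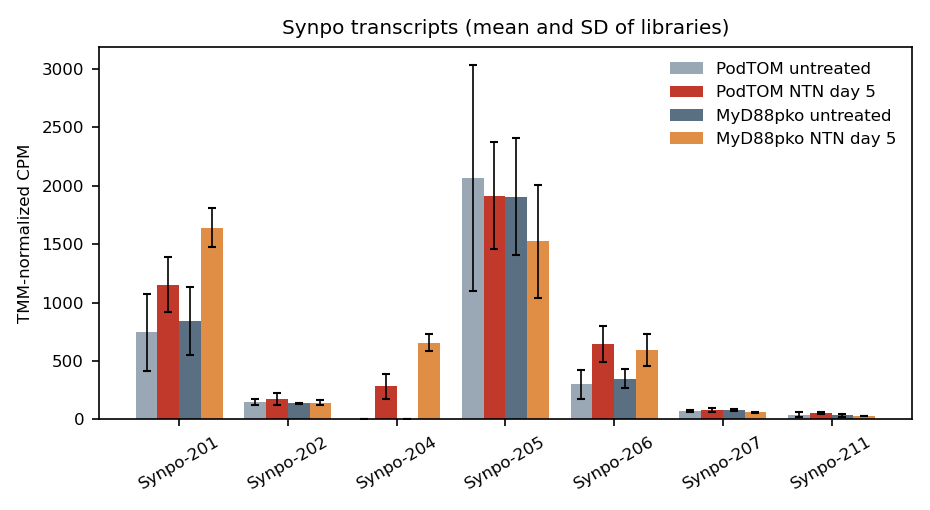
CPM of the *Synpo* transcripts that reach at least 30 CPM in a group, in untreated and nephritic podocytes of Pod TOM and MyD88 pko mice. Bars are at the mean of 3 libraries, or of 2 for untreated MyD88 pko podocytes, with error bars of 1 SD. Synpo-204 is at 0 in both untreated groups.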

Among the most differentially expressed genes was *Cxcl1*, encoding a potent chemoattractant for neutrophil granulocytes as well as other chemokine genes including *Tgfb2*, *Cxcl10*, *Cxcl12* and *Cxcl15* (Fig. 5E). 

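*Cxcl1* (chromosome 5 of GRCm38, 90891241 to 90893115) rose from 4.35 ± 1.43 CPM in untreated to 34.1 ± 4.31 CPM in nephritic Pod TOM podocytes (n = 3 each; log2 fold change 2.96, standard error 0.331, adjusted p = 1.8e-05 from edgeR). *Cxcl10*, encoding a chemokine for T cells that is induced by interferon (chromosome 5, 92346638 to 92348889), rose from 7.31 ± 3.1 to 37.2 ± 5.93 CPM (log2 fold change 2.36, standard error 0.274, adjusted p = 2.79e-05 from edgeR). *Tgfb2*, encoding transforming growth factor beta 2 (chromosome 1, 186622792 to 186705989), rose from 9.18 ± 0.622 to 42.2 ± 4.14 CPM (log2 fold change 2.20, standard error 0.244, adjusted p = 1.74e-05 from edgeR). *Cxcl15* (chromosome 5, 90794534 to 90803067) rose from 3.15 ± 1.82 to 11.2 ± 2.35 CPM (log2 fold change 1.81, standard error 0.43, adjusted p = 0.00633 from edgeR). *Cxcl12*, encoding a chemokine that podocytes express in health (chromosome 6, 117168535 to 117181367), rose from 107 ± 25.8 to 211 ± 22 CPM (log2 fold change 0.98, standard error 0.175, adjusted p = 0.000971 from edgeR). With the vomeronasal receptor signal as a covariate, chosen after the values were seen, *Cxcl15* had a log2 fold change of 0.62 (adjusted p = 0.709) and *Cxcl12* of 0.96 (adjusted p = 0.0901), so that the size of the *Cxcl12* change remained.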

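The genes of 10 Toll-like receptors passed the filter on low counts, and 4 of them rose and 2 fell in nephritic Pod TOM podocytes (5 and 2 when adjusted over the list alone; camera adjusted p = 0.253, and adjusted p = 0.582 with an estimated correlation). *Tlr7*, a receptor for single-stranded RNA (chromosome X of GRCm38, 167304929 to 167330558), was by far the most abundant and fell from 195 ± 27.9 to 56 ± 2.77 CPM (n = 3 each; log2 fold change -1.80, standard error 0.152, adjusted p = 1.94e-06 from edgeR). *Tlr1*, whose product binds bacterial lipopeptides together with TLR2 (chromosome 5, 64924679 to 64933563), rose from 3.5 ± 0.743 to 15.9 ± 6.17 CPM (log2 fold change 2.19, standard error 0.403, adjusted p = 0.00121 from edgeR). *Tlr4*, the receptor for bacterial lipopolysaccharide (chromosome 4, 66827584 to 66930284), rose from 2.59 ± 0.846 to 7.07 ± 1.85 CPM (log2 fold change 1.46, standard error 0.416, adjusted p = 0.0181 from edgeR). *Tlr2* (chromosome 3, 83836272 to 83841767) was at 0.393 ± 0.478 and 1.86 ± 1.43 CPM (log2 fold change 2.22, standard error 1.07, adjusted p = 0.132 from edgeR).

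The adjusted p of *Tlr4* was 0.0821 without replicate AOL_1225, 0.0511 without AOL_1231, 0.0751 without AOL_1082, 0.0581 without AOL_1086, 0.0752 on length-scaled TPM counts and 0.212 on log2(TPM + 1), and it passed in 9 of 17 alternatives. That of *Tlr2* was 0.0496 without replicate AOL_1086. Over the 6 NTN libraries of the study, *Tlr1* was higher where the vomeronasal receptor signal was higher (Pearson's r = 0.985, permutation p = 0.0028, Spearman's rho = 0.943, permutation p = 0.0167, r = 0.993 without the 2 farthest libraries, adjusted p = 0.0306 over 33 relations), and its adjusted p was 0.712 with that signal as a covariate, chosen after the values were seen. With this covariate *Tlr4* had a log2 fold change of 0.29 (adjusted p = 0.859). Without the 3 libraries that held most of it, 2 of the receptor genes rose and 1 fell.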

Among the TLR genes, *Tlr1*, *Tlr2*, and *Tlr4* were significantly upregulated whereas *Tlr7* was downregulated. *Tlr3*, which is associated with the MYD88-independent pathway, was not regulated.

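*Tlr3*, the gene of a receptor for double-stranded RNA (chromosome 8 of GRCm38, 45395665 to 45411080), was at 6.33 ± 1.5 CPM in untreated and 14.7 ± 3.87 CPM in nephritic Pod TOM podocytes (n = 3 each). It rose with a log2 fold change of 1.21 (standard error 0.29, adjusted p = 0.0067 from edgeR on genes). None of its transcripts passed the test: Tlr3-201 had a log2 fold change of 1.21 (adjusted p = 0.605 from edgeR) and Tlr3-205 of 1.44 (adjusted p = 0.505 from edgeR). Without the 3 libraries that held most vomeronasal receptor signal, chosen after the values were seen, the log2 fold change of *Tlr3* was 0.98 (adjusted p = 0.0743), and with that signal as a covariate it was 1.15 (adjusted p = 0.246).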

**Figure 1:**
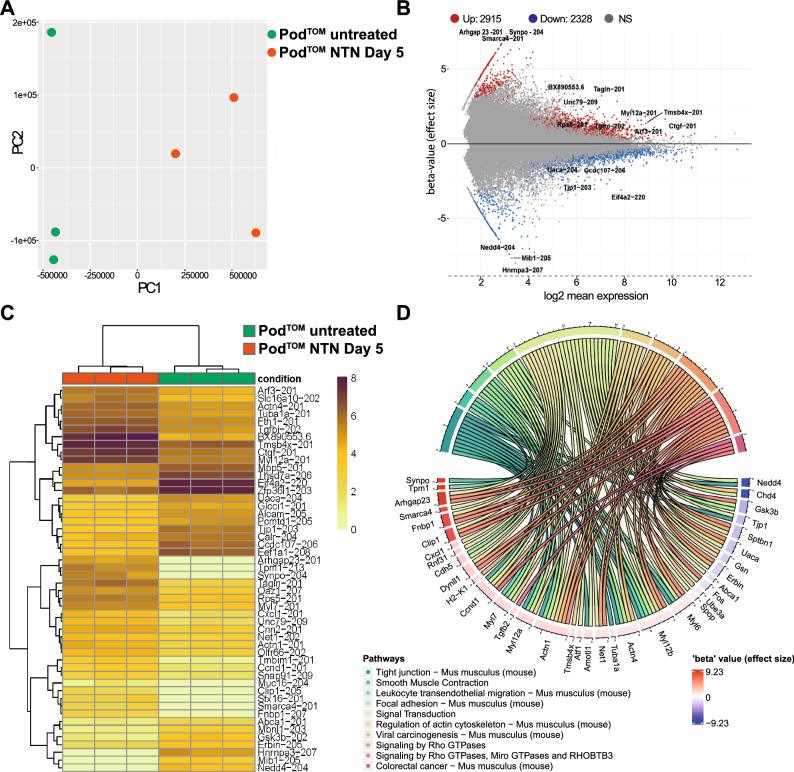
Bulk RNA sequencing of sorted podocytes under healthy conditions (Pod^TOM^ untreated) and on day 5 after NTN induction (Pod^TOM^ NTN Day 5) reveals profound transcriptional changes in cytoskeletal, adhesion and proinflammatory pathways during GN. **(A)** Principal component analysis of podocytes from healthy and nephritic mice reveals robust clustering into healthy (n = 3) and injured conditions (n = 3). **(B)** MA-Plot of differentially and significantly expressed genes (adj. p-value < 0.05) reveals 2915 up- and 2328 downregulated genes in Pod^TOM^ NTN Day 5 vs. Pod^TOM^ untreated podocytes. If multiple transcripts were present, only the one with CCDS entry, high transcript support level and highest effect size (in that order) was considered. **(C)** Heatmap of the top 50 regulated genes with adj. p-value < 0.05. **(D)** Chord plot of the top 10 significantly enriched biological pathways (q-value < 0.1) linked among the 100 top-regulated genes ordered by their beta-value (effect size).

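With this choice of 1 transcript per gene, 1166 transcripts were higher and 567 lower in nephritic Pod TOM podocytes at an adjusted p under 0.05 from edgeR, with CCDS entries and transcript support levels taken from GENCODE M21.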

### Maintenance of podocyte function and structure is independent of MYD88

To investigate the role of MYD88-dependent TLR signaling in podocytes during renal homeostasis and glomerular inflammation, mice with a podocyte-specific knockout of *Myd88* were generated (Pod^TOM^ x *Myd88*^flox/flox^ = MyD88^pko^) and compared with healthy littermate controls (*Myd88*^flox/flox^ = WT). Successful knockout of *Myd88* in mice was confirmed by qPCR of sorted podocytes (Fig. 2A). MyD88^pko^ mice were observed up to 52 weeks of age and remained viable and fertile, showing no overt phenotype. Confirming these observations, no proteinuria or elevated blood urea nitrogen (BUN) levels were detected in mice up to 52 weeks of age (Fig. 2B and Supplemental Fig. 1). Morphologically, glomeruli appeared normal in PAS stainings and had no changes in the expression of the slit diaphragm protein podocin (Fig. 2C, D). As light microscopy is prone to miss subtle changes in podocyte architecture and slit diaphragm morphology, we employed stimulated emission depletion (STED) microscopy in combination with a recently published semi-automated quantification algorithm to quantify SD length and morphology, revealing no differences in MyD88^pko^ mice compared to age-matched wild type control mice (Fig. 2E)^21^.

**Figure 2:**
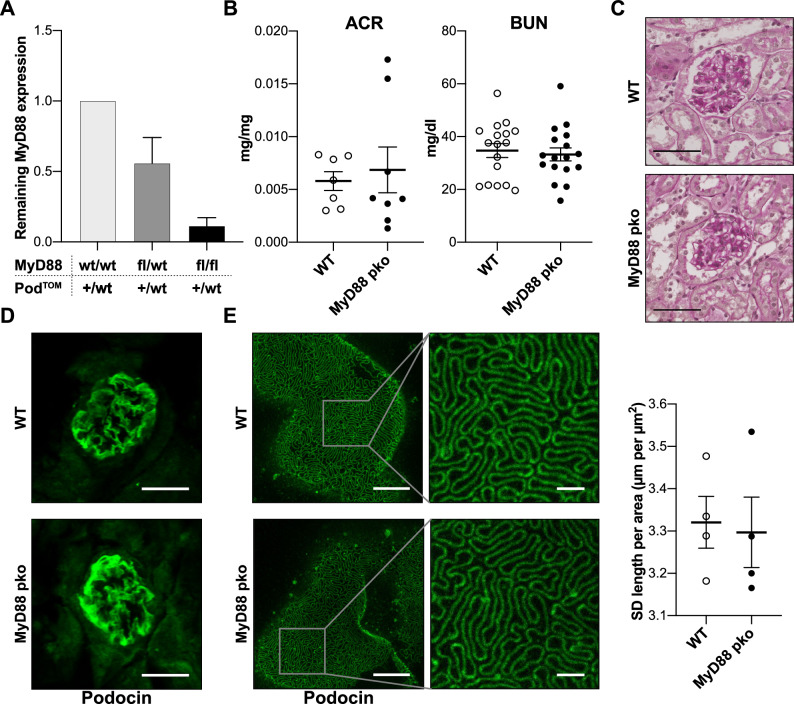
Maintenance of podocyte function and structure is independent of MYD88. **(A)** Real time qPCR for *Myd88* expression in podocytes isolated by FACS using the podocyte-specific mTomato fluorochrome of mice with heterozygous Podocin.2a.iCre.2a.mTomato (Pod^TOM^) background. Comparison between mice with following additional genotypes: *Myd88* wild type (wt/wt) (n = 3), heterozygous *Myd88* flox (fl/wt) (n = 3) and *Myd88* flox/flox (fl/fl, MyD88^pko^) (n = 3). The analysis reveals a sufficient podocyte-specific depletion of *Myd88* in MyD88^pko^ mice compared to MyD88^wt/wt^, and a partial *Myd88* knockdown in MyD88^fl/wt^ mice. (**B**) No significant difference in baseline kidney function is observed in albumin-to-creatinine ratio (ACR, n = 7 vs. 8) and blood urea nitrogen levels (BUN, n = 17 each) of 8–14 weeks old (n = 17 vs. 17), untreated male WT and MyD88^pko^ littermates. (**C**) Representative pictures of PAS stainings showing no glomerular abnormalities in untreated MyD88^pko^ and WT mice. Scale bars 30 µm. **(D)** Additionally, no difference is seen in baseline immunofluorescence staining for the slit diaphragm protein podocin (Scale bar: 30 µm). **(E)** Representative images of STED microscopy and quantification of slit diaphragm length of healthy MyD88^pko^ mice (n = 4) and wild type littermate controls (n = 4). Scale bar overview: 5 µm. Scale bar high magnification: 1 µm.

### MYD88-deficiency in podocytes does not influence the course of experimental glomerulonephritis

Having shown that MYD88 in podocytes is dispensable for renal homeostasis and the maintenance of podocyte function and structure, we next aimed to investigate its role in glomerular inflammation. To this end, NTN was induced in MyD88^pko^ mice and WT controls. IF staining for podocin and sheep IgG 10 days after disease induction confirmed equal glomerular binding of nephrotoxic sheep IgG in both control and MyD88^pko^ mice (Supplemental Fig. 2A). After NTN induction, MyD88^pko^ and littermates developed proteinuria, with a significant but only transient increase in proteinuria seen in MyD88^pko^ mice at day 10 (Fig. 3A). Both, control and MyD88^pko^ mice, showed similar numbers of WT1-positive cells at day 10 of NTN indicating no increased podocyte loss (Fig. 3B). In line, we observed similar extent of histological damage in PAS and AFOG stained kidney sections (Fig. 3C). STED microscopy revealed comparable shortening of the slit diaphragm in nephritic MyD88^pko^ and WT controls, indicating similar levels of foot process effacement. Of note, despite declining proteinuria on day 21 of NTN, the extent of morphological changes in the foot processes persisted at this late stage of disease (Fig. 3D, E and Supplemental Fig. 2B).

**Figure 3:**
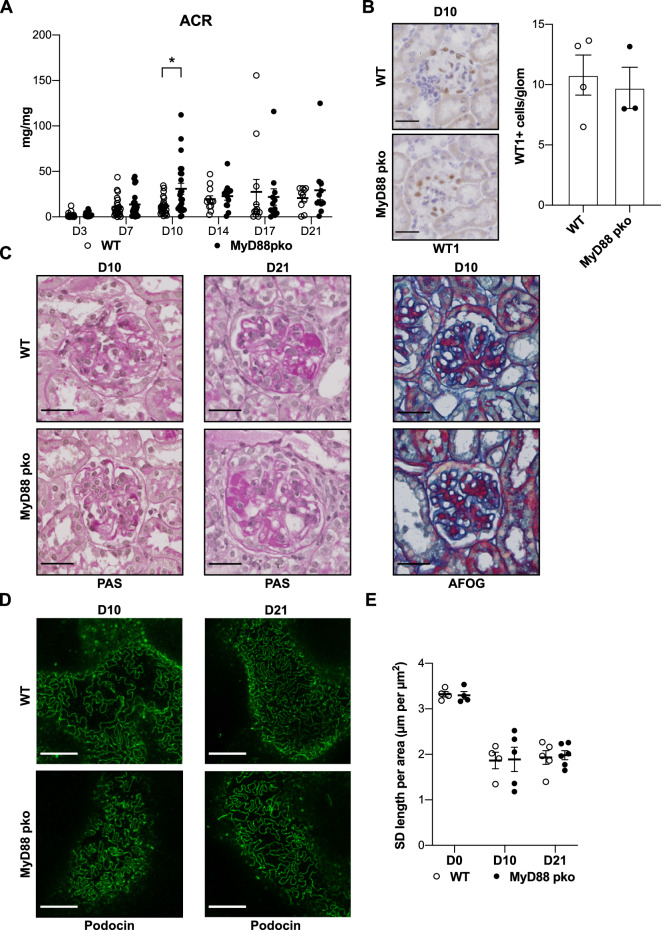
MYD88-deficiency in podocytes does not influence the course of experimental glomerulonephritis. (**A**) Albumin-to-creatinine ratio (ACR) shows a significant albeit transient increase of proteinuria in MyD88^pko^ mice 10 days after NTS injection (Day 3–10: n = 24 each. Day 14–21 n = 12 each). *p < 0.05, unpaired t-test. (**B**) Quantification of WT1 positive cells per glomerulus. Depicted is the mean with SD of WT (n = 4) vs MyD88^pko^ (n = 3) (**C**) Representative PAS stainings at day 10 and day 21 of NTN showing PAS-positive glomerular deposits in both groups. Additionally, AFOG staining reveals no difference in glomerular fibrosis at day 10 after injection. Scale bars: 30 µm. **(D)** Representative pictures of STED microscopy showing changed morphology of the slit diaphragm at day 10 and 21 of NTN with reduced slit diaphragm coverage of basal membrane. Scale bars: 5 µm. **(E)** Semi-automated quantification of the slit diaphragm coverage per area showing a significant reduction in coverage at indicated time points after NTN induction compared to untreated mice (D0), but no significant difference between MyD88^pko^ mice and wild type controls (D0: n = 4 each, D10: n = 4 vs. 5, D21: n = 5 vs. 6).

In line with the unchanged functional and histological parameters, no differences were observed in the number of renal macrophages, monocytes, NK cells, B cells, CD4^+^ T helper cells and CD8^+^ cytotoxic T cells (Fig. 4A, B). In addition, transcript levels cortical *Ccl2* and *Il1-β*, two proinflammatory signaling molecules, did not differ between the groups using qPCR (Fig. 4C).

**Figure 4:**
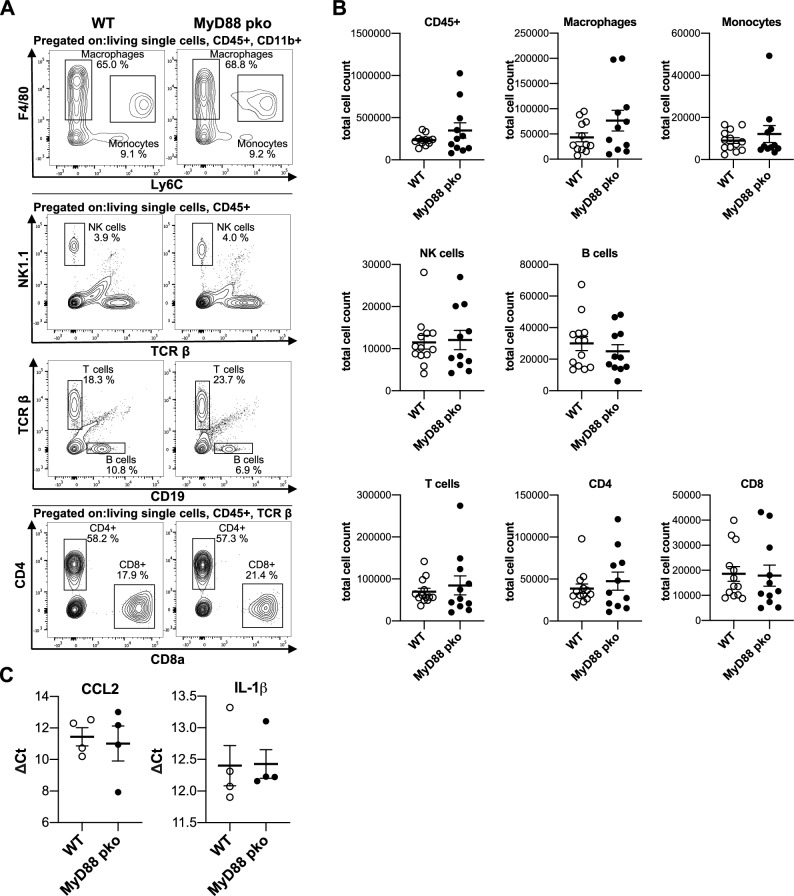
Absence of MYD88 signaling in podocytes has no impact on the composition of renal immune cells during NTN. **(A)** Gating strategy for flow cytometry analysis of indicated immune cell subsets in the kidney of MyD88^pko^ (n = 12) and WT mice at day 10 of NTN (n = 13). **(B)** Flow cytometry analysis shows no difference in leucocyte numbers (CD45^+^) at day 10 after induction, as well as no difference in the following immune cell subsets: macrophages (CD45^+^ CD11b^+^ F4/80^+^ Ly6C^-^), monocytes (CD45^+^ CD11b^+^ F4/80^INT^ Ly6C^+^), NK cells (CD45^+^ NK1.1^+^ TCRβ^-^), B cells (CD45^+^ CD19^+^ TCRβ^-^), T cells (CD45^+^ TCRβ^+^) and the T cell-subsets T helper cells (CD45^+^ TCRβ^+^ CD4^+^ CD8^-^) and cytotoxic T cells (CD45^+^ TCRβ^+^ CD8^+^ CD4^-^). (**C**) Real time qPCR for *Ccl2* and *Il-1β* normalized to *Actb* in kidney cortex reveals no difference for general pro-inflammatory signaling between MyD88^pko^ (n = 4) and controls (n = 4).

### Bulk RNA sequencing of nephritic MyD88^pko^ podocytes reveals MYD88 independent signaling pathways in NTN

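Of 30 targets and regulators of NF-κB, 9 rose and 1 fell in nephritic Pod TOM podocytes (11 and 2 when adjusted over the list alone). Their median log2 fold change was 0.15 with TMM and -0.15 on log2(TPM + 1), and the camera test gave an adjusted p = 0.492 (adjusted p = 0.756 with an estimated correlation). *Nfkbib*, encoding the inhibitor IκBβ, rose from 11.9 ± 3.03 to 27.7 ± 7.17 CPM (n = 3 each; log2 fold change 1.22, standard error 0.26, adjusted p = 0.00315 from edgeR). *Tnfaip2*, a target of tumor necrosis factor, rose from 59.6 ± 2.14 to 95.1 ± 2.68 CPM (log2 fold change 0.68, standard error 0.153, adjusted p = 0.00476 from edgeR), but its adjusted p was 0.224 on length-scaled TPM counts and 0.838 on log2(TPM + 1). In MyD88 pko podocytes, 5 of the 30 genes rose and none fell in NTN (5 and 0 when adjusted over the list alone; camera adjusted p = 0.23, and adjusted p = 0.74 with an estimated correlation). *Nfkbib* rose there from 8.81 ± 1.61 (n = 2) to 25.7 ± 4.66 CPM (n = 3; log2 fold change 1.55, adjusted p = 0.0026 from edgeR, 0.0541 without replicate BKV_733). Of 33 genes of TLR and IL-1 receptor signaling, 1 rose and 6 fell in Pod TOM podocytes (1 and 6 when adjusted over the list alone; camera adjusted p = 0.0157, and adjusted p = 0.582 with an estimated correlation). *Tab2*, encoding an adaptor of the kinase TAK1, fell from 401 ± 32.4 to 211 ± 42.9 CPM (log2 fold change -0.93, adjusted p = 0.000889 from edgeR). *Tollip*, encoding an inhibitor of this signaling, fell from 226 ± 8.99 to 136 ± 16.1 CPM (log2 fold change -0.73, adjusted p = 0.00187 from edgeR). Of 18 alternatives, *Tab2* and *Tollip* each failed in 1, the vomeronasal receptor signal as a covariate, chosen after the values were seen (log2 fold change -0.47, adjusted p = 0.251, and -0.39, adjusted p = 0.274).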

Considering the profound transcriptional changes in podocytes during NTN, including NF-κB dependent genes, the apparent absence of a renal phenotype in MyD88^pko^ mice pointed towards a potential compensatory mechanism. 

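MyD88 pko mice lack *Myd88*, the adaptor of most Toll-like receptors, in podocytes only. The comparison used 3 libraries of podocytes from nephritic MyD88 pko mice (replicates BKV_884, BKV_889 and BKV_890) beside the 3 of nephritic Pod TOM mice. Podocytes of untreated MyD88 pko mice had 2 libraries (replicates BKV_729 and BKV_733). The estimated counts summed to 20650133 to 32764201 per library (median 22229179) in nephritic and to 15784354 and 15893635 in untreated MyD88 pko podocytes. They were tested in 1 fit with the libraries of the Pod TOM mice. Whether the genotypes' libraries were prepared together is not given in the sources used here. With 2 untreated libraries, the values of that group rest on the spread shared with the other groups.

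*Myd88* (chromosome 9 of GRCm38, 119335934 to 119341411) was low in every MyD88 pko library. Its level was 9.04 ± 2.83 CPM in the 6 Pod TOM and 0.52 ± 0.281 CPM in the 5 MyD88 pko libraries, which is 5.7% of the Pod TOM level (two-sided exact permutation test, p = 0.00216, the smallest that the 462 splits allow). In TPM it was 10.5% of the Pod TOM level. In NTN the difference had a log2 fold change of -4.50 (standard error 0.459, adjusted p = 0.000244 from edgeR), and it passed in 16 of 18 alternatives, but not on length-scaled TPM counts (adjusted p = 0.0565) or without the 3 libraries with most vomeronasal receptor signal, which leaves 1 nephritic MyD88 pko library (log2 fold change -4.52, adjusted p = 0.257). In untreated podocytes the *Myd88* difference was -3.60 (adjusted p = 0.0238 from edgeR) and passed in 9 of 17 alternatives. It did not pass without replicate BKV_733 (0.277), AOL_1082 (0.105) or AOL_1086 (0.0864), and the highest adjusted p was 0.478, with only the libraries of the groups compared. Between untreated and nephritic Pod TOM podocytes, *Myd88* had a log2 fold change of 0.59 (adjusted p = 0.265 from edgeR).

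**Figure D4:**
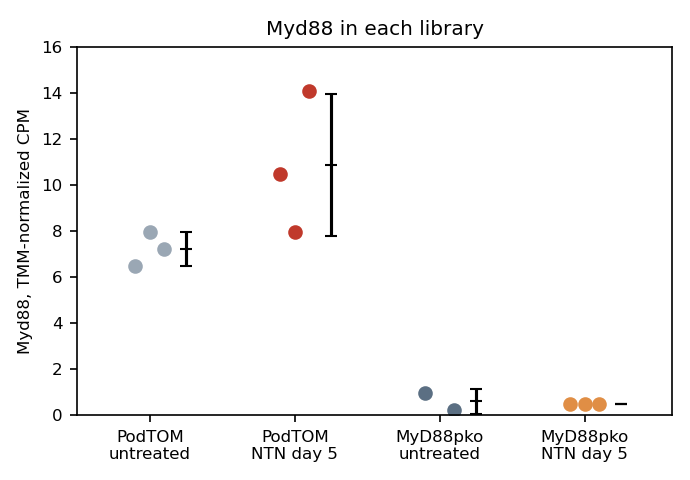
CPM of *Myd88* in each of the 11 libraries, by genotype and disease, with bars at the mean and error bars of 1 SD. The MyD88 pko libraries lie between 0.2 and 0.976 CPM and the Pod TOM libraries between 6.49 and 14.1 CPM.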

To pin down potential genes involved, we compared the transcriptome from nephritic mTomato-positive podocytes (Pod^TOM^) (one of the groups from Fig. 1) with the transcriptome of nephritic MyD88^pko^ mice.

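Few genes differed between nephritic MyD88 pko and nephritic Pod TOM podocytes. Apart from *Myd88* itself, the lower genes in MyD88 pko included *Pttg1*, encoding securin, which keeps sister chromatids from separating before anaphase. *Pttg1* was at 89.3 ± 22.9 CPM in Pod TOM and 20.8 ± 1.73 CPM in MyD88 pko podocytes (n = 3 each; log2 fold change -2.11, standard error 0.204, adjusted p = 0.000226 from edgeR). The difference was also present between the untreated groups (log2 fold change -2.26, adjusted p = 0.00234 from edgeR, 0.212 without replicate BKV_733). *Akap12*, encoding a scaffold of protein kinase A, was at 93.7 ± 9.29 and 41 ± 10.4 CPM (log2 fold change -1.19, standard error 0.178, adjusted p = 0.0126 from edgeR). *Col4a2*, a type IV collagen chain, was at 33.3 ± 12.7 and 10.8 ± 1.48 CPM (log2 fold change -1.62, adjusted p = 0.0489 from edgeR).

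Of 21200 genes, 0 were higher and 13 lower in MyD88 pko (edgeR). At an unadjusted p under 0.05 there were 540 higher and 741 lower genes, and DESeq2 called 57 and 78. Of 58207 transcripts, 0 were higher and 1 lower, Scmh1-202 (edgeR; 1810 and 1322 at an unadjusted p under 0.05, and 249 and 174 by DESeq2). The gene counts were 0 and 4 without replicate AOL_1225, 0 and 3 without AOL_1231, 20 and 41 without AOL_1265, 1 and 6 without BKV_884, 0 and 7 without BKV_889 and 1 and 21 without BKV_890. *Akap12* was not called without BKV_884 (0.123), BKV_889 (0.0969), AOL_1225 (0.0741) or AOL_1231 (0.175). *Col4a2* was not called without any one of the replicates BKV_884 (0.244), BKV_889 (0.204), BKV_890 (0.171), AOL_1225 (0.495) and AOL_1231 (0.534). *Pttg1* was called without each single replicate. No marker of other glomerular cells passed singly. Of 17 endothelial markers 0 were lower (5 when adjusted over the list alone; median log2 fold change -0.90, camera adjusted p = 8.37e-07, and adjusted p = 0.31 with an estimated correlation), and of 15 mesangial markers 0 were lower (8 over the list alone; median -1.17, camera adjusted p = 5.52e-09, and adjusted p = 0.308 with an estimated correlation).

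From untreated to nephritic MyD88 pko podocytes, 2390 genes rose and 1743 fell (edgeR), and 1767 of the genes that rose and 1153 of those that fell did so in Pod TOM as well, where independent lists would share 381.2 and 173.1. Across all genes, the log2 fold changes of the 2 genotypes had a Pearson correlation of 0.829 and a Spearman correlation of 0.753, and 79.9% had the same sign. The genes that rose included 379 olfactory or vomeronasal receptor genes in Pod TOM and 192 in MyD88 pko. Of the genes that rose, 1383 and 743 had a mean under 5 CPM in NTN. Vomeronasal receptor signal was higher in the NTN libraries of both genotypes, so such genes can add to the sharing and the correlation. How much they add was not tested. The comparisons share no libraries, and genes are not independent replicates. The MyD88 pko counts were 890 and 748 without replicate BKV_729, 669 and 534 without BKV_733, 1353 and 822 without BKV_884, and 1493 and 967 without BKV_889. Higher genes made up 57.8% of the MyD88 pko calls, and 41.9% on log2(TPM + 1). The difference between the 2 responses was tested as an interaction, and 1 gene passed, *Gm7334* (edgeR; 585 and 647 genes at an unadjusted p under 0.05, and 24 higher and 24 lower by DESeq2). Among gene lists, camera called 8 in the interaction, and 0 with an estimated correlation. Of the endothelial markers, which had 11 of 17 higher in Pod TOM, 2 rose in MyD88 pko (2 when adjusted over the list alone; median log2 fold change 0.29). The interaction had a median of -1.14 for the endothelial markers (camera adjusted p = 3.91e-06), -0.64 for the mesangial markers (0.00118), -0.72 for the proximal tubule markers (0.0235), 0.31 for nuclear genes of oxidative phosphorylation (3.52e-07), 0.18 for ribosomal protein genes (0.00206), 0.44 for immediate early genes (0.000638) and 0.28 for genes of the unfolded protein response (0.0067). The interferon-stimulated genes were the other list called.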

Compared to Pod^TOM^ podocytes, *Myd88* deficient podocytes showed a similar expression profile during NTN, with only 125 significantly upregulated and 111 significantly downregulated genes (Fig. 5A, B). Pathway-based analysis of transcriptional changes indicated a subtle downregulation in the expression of genes important for integrity and function of tight junctions, including *Scrib, Synpo, Myh9, Actg1, Actn1* except for *Myl12a*, which did not follow this trend (Fig. 5C, D).

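None of the 29 genes of tight junctions and cell polarity differed between nephritic MyD88 pko and Pod TOM podocytes (0 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was 0.10, while the camera test pointed down with an adjusted p = 0.931 (adjusted p = 0.963 with an estimated correlation). *Scrib*, a polarity gene, was at 13.3 ± 2.87 CPM in Pod TOM and 10.3 ± 1.93 CPM in MyD88 pko (n = 3 each; log2 fold change -0.36, standard error 0.29, adjusted p = 1 from edgeR). *Synpo* had a log2 fold change of 0.01 (standard error 0.172, adjusted p = 1 from edgeR). *Myh9* was at 980 ± 222 CPM in MyD88 pko (log2 fold change -0.26, standard error 0.174, adjusted p = 0.97 from edgeR), *Actg1* at 1640 ± 574 CPM (log2 fold change 0.10, adjusted p = 1) and *Actn1* at 208 ± 62.5 CPM (log2 fold change -0.37, adjusted p = 0.852). *Myl12a* was at 1010 ± 165 CPM in MyD88 pko (log2 fold change 0.49, standard error 0.156, adjusted p = 0.483 from edgeR and 0.0252 from DESeq2).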

**Figure 5:**
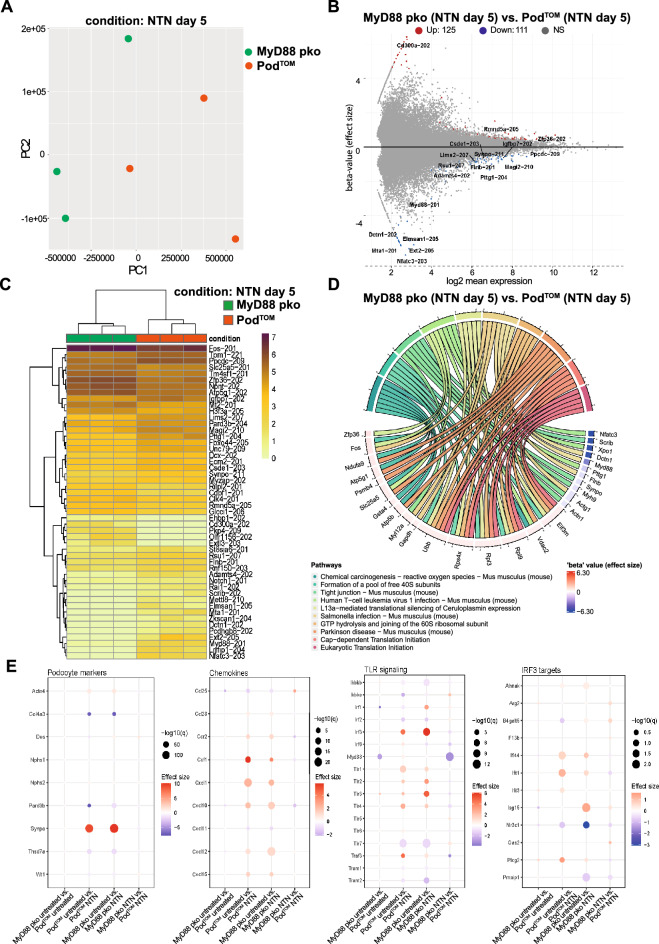
Bulk RNA sequencing of nephritic MyD88^pko^ podocytes reveals MyD88 independent signaling pathways in GN. **(A)** Principal component analysis of podocytes isolated from nephritic mice at day 5 after NTS injection with intact MyD88 signaling (Pod^TOM^) (n = 3) and nephritic mice with podocyte specific *Myd88* knock out (MyD88^pko^) (n = 3). **(B)** MA-Plot of differentially and significantly expressed genes (adj. p-value < 0.05) genes reveals 125 up- and 111 downregulated genes. If multiple isoforms were present, only the one with CCDS entry, high transcript support level and highest effect size (in that order) was considered. **(C)** Heat map of the top 50 regulated and significant genes (adj. p-value < 0.05). **(D)** Chord plot of top 10 significantly enriched pathways (q-value < 0.1) linked among the 100 top-regulated genes ordered by their beta-value (effect size). **(E)** Expression profiles of podocyte markers, cytokine receptors, chemokines/cytokines and members of the TLR signaling pathways for the indicated comparisons between groups (p-value < 0.05).

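In the principal component analysis of the 6 nephritic libraries, on the log2 CPM of the 500 most variable genes, the first component held 47.03% and the second 20.42% of the variance. On the first component the Pod TOM replicates AOL_1225, AOL_1231 and AOL_1265 scored -21.74, 16.47 and 30.64, and the MyD88 pko replicates BKV_884, BKV_889 and BKV_890 scored -26.05, -31.86 and 32.54, so that libraries of both genotypes lay at both ends. Replicates AOL_1225, BKV_884 and BKV_889, at the negative end, were the 3 with most vomeronasal receptor signal. On the 500 most variable transcripts the first component held 24.85% and the second 22.53%, and the genotypes did not overlap on the first. The Pod TOM replicates AOL_1225, AOL_1231 and AOL_1265 scored -42.02, -48.05 and 3.55 there. The MyD88 pko replicates BKV_884, BKV_889 and BKV_890 scored 33.11, 20.97 and 32.44.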

A more detailed analysis of chemokines and cytokines revealed a similar pattern of expression between injured MyD88^pko^ and Pod^TOM^ podocytes and their respective healthy controls, suggesting a compensatory mechanism for the *Myd88* deficiency. 

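The 5 genes that the paper names among the chemokines rose in MyD88 pko podocytes too. *Cxcl1* rose from 3.03 ± 0.056 (n = 2) to 29.6 ± 14.8 CPM (n = 3; log2 fold change 3.29, standard error 0.402, adjusted p = 7.11e-05 from edgeR). *Cxcl10* rose from 7.59 ± 1.72 to 26 ± 2.17 CPM (log2 fold change 1.77, standard error 0.313, adjusted p = 0.00121 from edgeR), and *Cxcl12* from 97.5 ± 13.1 to 228 ± 19.4 CPM (log2 fold change 1.23, standard error 0.202, adjusted p = 0.000766 from edgeR). *Tgfb2* rose from 9.09 ± 3.48 to 27.2 ± 7.25 CPM (log2 fold change 1.58, adjusted p = 0.0012 from edgeR, but 0.267 on length-scaled TPM counts and 0.31 on log2(TPM + 1)). *Cxcl15* rose from 3.1 ± 0.15 to 12.9 ± 5.87 CPM (log2 fold change 2.06, adjusted p = 0.0102 from edgeR, but 0.0858 without replicate BKV_729 and 0.089 without BKV_733).

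Of 35 chemokine and cytokine genes, 17 rose and 1 fell in Pod TOM (17 and 1 when adjusted over the list alone; median log2 fold change 1.05, camera adjusted p = 0.00398, and adjusted p = 0.484 with an estimated correlation). In MyD88 pko, 10 rose and 1 fell (12 and 2 when adjusted over the list alone; median 1.23, or 0.86 with genes at 0 in a group set to their lower bound, camera adjusted p = 0.00904, and adjusted p = 0.633 with an estimated correlation). Across the 35 genes, the 2 sets of log2 fold changes had a Pearson correlation of 0.531 and a Spearman correlation of 0.747, and 88.6% had the same sign. No gene of the list differed between the 2 responses in the interaction test (median difference -0.08, camera adjusted p = 0.75), at a median standard error of 0.544 over all genes. Between the nephritic groups none passed either (0 and 0 when adjusted over the list alone), while camera placed the list lower in MyD88 pko (median -0.35, adjusted p = 0.00123, and adjusted p = 0.308 with an estimated correlation). Markers of macrophages and monocytes moved the same way (median -0.99, camera adjusted p = 4.35e-05, and adjusted p = 0.346 with an estimated correlation), as did the endothelial (median -0.90) and mesangial markers (median -1.17). Without the 3 libraries that held most vomeronasal receptor signal, 9 of the 35 genes rose in Pod TOM. From the similar pattern in both genotypes, the paper proposes that another mechanism compensates for the missing *Myd88*.

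**Figure D5:**
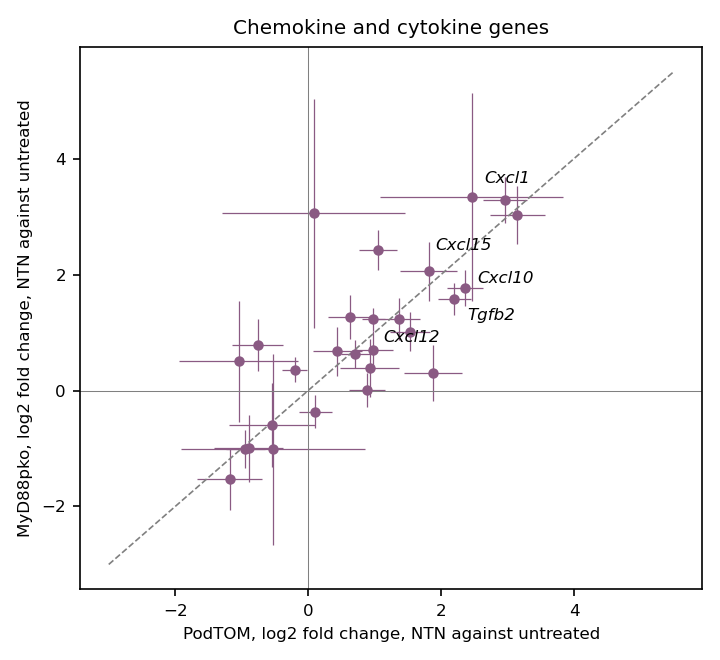
Log2 fold change from untreated to nephritic podocytes of chemokine and cytokine genes in Pod TOM (horizontal axis) and MyD88 pko (vertical axis) mice, with error bars of 1 standard error, for the genes whose 4 group means are above 0. The dashed line marks equal changes, and *Cxcl1* lies at 2.96 and 3.29.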

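In nephritic MyD88 pko podocytes, *Tlr3* was at 11 ± 1.22 CPM against 8.74 ± 2.73 CPM in untreated ones (n = 3 and 2; log2 fold change 0.33, standard error 0.322, adjusted p = 0.477 from edgeR). *Irf3*, the gene of a transcription factor that induces type I interferon (chromosome 7 of GRCm38, 44997648 to 45002848), was at 70.5 ± 13.3 and 66.2 ± 7.76 CPM in untreated and nephritic Pod TOM podocytes (n = 3 each; log2 fold change -0.09, standard error 0.166, adjusted p = 0.724 from edgeR, and 0.0133 with a log2 fold change of -0.54 on log2(TPM + 1)). In MyD88 pko it was at 80.7 ± 6.24 and 68.9 ± 7.82 CPM (log2 fold change -0.23, standard error 0.184, adjusted p = 0.386 from edgeR, and 0.0282 on log2(TPM + 1)). One of its transcripts, Irf3-207, was at 0.345 CPM in untreated and 8.61 CPM in nephritic Pod TOM podocytes (adjusted p = 0.0727 from edgeR) and rose from 0 to 11.7 CPM in MyD88 pko (adjusted p = 0.0397 from edgeR). None of the 31-mers of Irf3-207 is its own.

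*Ifi44*, an interferon-induced gene (chromosome 3, 151730922 to 151749960), was at 10.2 ± 1.57 and 18.2 ± 3.79 CPM in Pod TOM (log2 fold change 0.84, standard error 0.334, adjusted p = 0.0726 from edgeR, 0.0202 with no filter on low counts and 0.0318 with only the libraries of the groups compared). In MyD88 pko it was at 9.02 ± 3.29 and 16.1 ± 7.35 CPM (log2 fold change 0.84, adjusted p = 0.125 from edgeR, and 0.0148 without replicate BKV_890). *Ifit1*, encoding an interferon-induced protein that binds viral RNA (chromosome 19, 34640871 to 34650009), rose from 1.59 ± 1.07 to 4.69 ± 0.794 CPM in Pod TOM (log2 fold change 1.54, standard error 0.536, adjusted p = 0.0441 from edgeR). Without single replicates the *Ifit1* call was lost, with an adjusted p of 0.0845 without replicate AOL_1225, 0.131 without AOL_1231, 0.0553 without AOL_1265, 0.126 without AOL_1081 and 0.121 without AOL_1086. In MyD88 pko it was at 1.64 ± 0.529 and 2.84 ± 1.34 CPM (log2 fold change 0.79, adjusted p = 0.358 from edgeR).

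Between the nephritic groups, the log2 fold change of MyD88 pko against Pod TOM was -0.42 for *Tlr3* (adjusted p = 0.968 from edgeR), 0.06 for *Irf3* (adjusted p = 1), -0.17 for *Ifi44* (adjusted p = 1) and -0.72 for *Ifit1* (adjusted p = 0.987). Over the 6 NTN libraries, *Ifi44* was higher and *Irf3* lower where the vomeronasal receptor signal was higher. For *Ifi44*, Pearson's r was 0.954 (permutation p = 0.0014), Spearman's rho 1 (permutation p = 0.0028), r without the 2 farthest libraries 0.994 and the adjusted p 0.0229 over 33 relations. For *Irf3*, r was -0.918 (permutation p = 0.0014), rho -1 (permutation p = 0.0028), r without these libraries -0.771 and the adjusted p 0.0229.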

Analysis of TLR receptors and downstream signaling molecules revealed an increase in gene expression for TLR3 and transcription factor IRF3 along with IRF3 targets like *Ifi44* and *Ifit1* suggesting the presence of MYD88 independent signaling (Fig. 5E). In addition, glomerulonephritis caused the differential expression of various genes related to the type I interferon mediated signaling pathway, including an upregulation of *Irf3, Ifitm3*, *Ifnar2* and *Wnt5a* (Suppl. Figure 4).

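Of 40 interferon-stimulated genes, 16 rose and 1 fell in nephritic Pod TOM podocytes (18 and 1 when adjusted over the list alone; median log2 fold change 0.75, camera adjusted p = 0.00178, and adjusted p = 0.484 with an estimated correlation). In MyD88 pko podocytes 6 rose and 1 fell (5 and 1 when adjusted over the list alone; median 0.51, camera adjusted p = 0.201, and adjusted p = 0.74 with an estimated correlation). Between the nephritic groups no member passed singly, and 2 were lower in MyD88 pko when adjusted over the list alone. Camera placed the list lower there (median -0.20, adjusted p = 0.00428, and adjusted p = 0.308 with an estimated correlation). The test of the difference between the 2 responses found no single gene (0 higher and 1 lower when adjusted over the list alone) and a camera adjusted p = 0.0145 for the list (median -0.26, adjusted p = 0.885 with an estimated correlation). Endothelial (median -1.14, camera adjusted p = 3.91e-06) and mesangial markers (median -0.64, camera adjusted p = 0.00118) moved the same way in that test, with an adjusted p = 0.885 and 0.894 with an estimated correlation. *Psmb9*, a subunit of the immunoproteasome, rose from 0.512 ± 0.109 to 9 ± 1.32 CPM in Pod TOM (n = 3 each; log2 fold change 4.11, standard error 0.432, adjusted p = 1.09e-05 from edgeR). *Ifitm3*, encoding a membrane protein that blocks virus entry (chromosome 7 of GRCm38, 141009586 to 141010770), rose from 2.81 ± 0.834 to 31.8 ± 13.8 CPM (log2 fold change 3.49, standard error 0.483, adjusted p = 0.000226 from edgeR). In MyD88 pko it was at 5.69 ± 4.93 (n = 2) and 9.45 ± 1.82 CPM (log2 fold change 0.73, adjusted p = 0.306 from edgeR, and 0.0312 without replicate BKV_729).

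*Wnt5a*, encoding a secreted WNT ligand (chromosome 14, 28504750 to 28527448), rose from 4.75 ± 0.776 to 19.4 ± 3.49 CPM in Pod TOM (log2 fold change 2.03, standard error 0.329, adjusted p = 0.000466 from edgeR). In MyD88 pko it rose from 7.3 ± 2.6 to 19.1 ± 8.2 CPM (log2 fold change 1.39, adjusted p = 0.0155 from edgeR, but 0.0762 without replicate BKV_889, 0.164 without BKV_729 and 0.114 on log2(TPM + 1)). With the vomeronasal receptor signal as a covariate, chosen after the values were seen, the log2 fold change of *Wnt5a* was 0.74 (adjusted p = 0.304) in Pod TOM and 0.06 (0.952) in MyD88 pko. *Ifnar2*, a chain of the type I interferon receptor (chromosome 16, 91372783 to 91405589), was at 16.1 ± 1.32 and 23.9 ± 0.0851 CPM in Pod TOM (log2 fold change 0.57, standard error 0.219, adjusted p = 0.062 from edgeR). Its adjusted p was 0.0349 on length-scaled TPM counts, 0.0479 on log2(TPM + 1) and 0.0431 with only the libraries of the groups compared. Its level in MyD88 pko was 25.2 ± 7.45 and 25.8 ± 6.26 CPM (log2 fold change 0.03, adjusted p = 0.937 from edgeR). Without the 3 libraries that held most vomeronasal receptor signal, chosen after the values were seen, 8 of the 40 genes rose in Pod TOM.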

## Discussion

Upon injury, podocytes undergo profound structural changes, including flattening of their foot processes, a phenomenon referred to as foot-process effacement. How podocytes sense external inflammatory stimuli is incompletely understood. In addition to their role as signal receivers, podocytes have the capacity to emit signals into their surroundings, thereby orchestrating the integrity of the glomerulus. One of the most prominent signaling molecules originating in podocytes is VEGF1, which plays a vital role in maintaining the health of glomerular endothelial cells^28^. In addition, podocytes are responsible for generating NF-κB-dependent pro-inflammatory signals, which actively contribute to the progression of murine crescentic glomerulonephritis^5^.

To understand the adaptive changes in the podocyte transcriptome during GN, we conducted bulk RNA sequencing of sorted podocytes from mice undergoing NTN and their healthy littermates. Injured podocytes displayed significant regulation of genes associated with the control of the actin cytoskeleton. 

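The gene lists of cell contacts moved in both directions in nephritic Pod TOM podocytes. Of 29 genes of tight junctions and cell polarity, 5 rose and 9 fell (5 and 10 when adjusted over the list alone; median log2 fold change -0.20, camera adjusted p = 0.0819, and adjusted p = 0.582 with an estimated correlation). *Tjp1*, encoding the junction scaffold ZO-1, fell from 3370 ± 400 to 1490 ± 149 CPM (n = 3 each; log2 fold change -1.18, standard error 0.159, adjusted p = 0.000101 from edgeR). *Amotl1*, encoding angiomotin-like 1, rose from 29 ± 5.32 to 95.9 ± 10.4 CPM (log2 fold change 1.73, adjusted p = 8.01e-06 from edgeR). *F11r*, encoding the junctional adhesion molecule A, rose from 31 ± 4.9 to 79.7 ± 21.8 CPM (log2 fold change 1.36, adjusted p = 0.000255 from edgeR).

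Of 28 genes of focal adhesions and integrins, 9 rose and 5 fell (12 and 7 when adjusted over the list alone). The median log2 fold change was 0.29 with TMM and -0.16 on log2(TPM + 1), and the camera adjusted p was 0.832 (adjusted p = 0.949 with an estimated correlation). *Ccnd1*, the cyclin D1 gene, rose from 10.6 ± 1.5 to 52.7 ± 10.5 CPM (log2 fold change 2.31, adjusted p = 2.63e-06 from edgeR). *Lims2*, encoding the focal adhesion protein PINCH2, rose from 76.9 ± 5.79 to 188 ± 8.76 CPM (log2 fold change 1.29, adjusted p = 7.95e-05 from edgeR). *Thbs1*, encoding the matrix protein thrombospondin 1, fell from 396 ± 115 to 104 ± 17.1 CPM (log2 fold change -1.92, adjusted p = 7.17e-06 from edgeR).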

The most enriched GO:terms were linked to the regulation of cell–cell interactions, including tight junctions and focal adhesions, as well as components of the cytoskeleton and signaling pathways involving Rho GTPases. These results highlight the significance of dynamic changes in podocyte structure during the diseased state. Among the genes that were notably upregulated, we observed the actin bundling molecule synaptopodin, as well as ARHGAP23 and tropomyosin 1 presumably representing an attempt to stabilize the podocyte actin cytoskeleton. 

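The estimated levels of *Tpm1* transcripts moved apart in nephritic Pod TOM podocytes. That of Tpm1-215 rose from 27.4 ± 0.346 to 474.7 ± 53.2 CPM (n = 3 each; log2 fold change 4.11, standard error 0.276, adjusted p = 9.88e-05 from edgeR), and Tpm1-218 from 75.4 ± 16.9 to 210.9 ± 24.4 CPM (log2 fold change 1.49, adjusted p = 0.00237 from edgeR). The transcripts ENSMUST00000113697, Tpm1-205 and Tpm1-207 were at 0 in every untreated library and at 197.1 ± 64.7, 80.8 ± 14.2 and 35.3 ± 4.39 CPM in NTN, at least 3250-fold, 1340-fold and 588-fold higher with a floor of 3 counts over the group. None of these 3, nor Tpm1-215, has a 31-mer of its own and Tpm1-218 has 26 that no other *Tpm1* transcript holds. Their levels may therefore rest on how kallisto divided reads shared with other *Tpm1* transcripts, which was not examined on the reads. Tpm1-203 fell from 52.1 ± 9.12 to 4.69 ± 3.05 CPM (log2 fold change -3.47, adjusted p = 0.00438 from edgeR), and it has no 31-mer of its own either. The most abundant transcript in untreated podocytes, Tpm1-209, was at 551.7 ± 102.7 and 524.5 ± 43.5 CPM (log2 fold change -0.07, adjusted p = 0.847 from edgeR).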

Synaptopodin and tropomyosin were found to work in concert to presumably reinforce RhoA activity^29,30^. ARHGAP23, a relatively lesser-known Rho-GAP, was recently discovered to stabilize neuronal synapses by deactivating RAC1^31^. While the role of ARHGAP23 in podocytes remains unclear, its substantial upregulation suggests potential importance, especially considering the impact of other ARHGAPs like ARHGAP24 on the podocyte cytoskeleton^32^. 

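Transcript Arhgap23-203 rose from 63.1 ± 4.91 to 127.7 ± 10.3 CPM in nephritic Pod TOM podocytes (n = 3 each; log2 fold change 1.02, standard error 0.172, adjusted p = 0.00981 from edgeR). Arhgap23-201 was at 0 in every untreated library and at 150.4 ± 27.6 CPM in NTN (adjusted p = 6.8e-05 from edgeR), at least 2510-fold higher with a floor of 3 counts over the group, and none of its 31-mers is its own. Arhgap23-204 was at 180.6 ± 73.7 and 108.3 ± 33.3 CPM (log2 fold change -0.74, adjusted p = 0.17 from edgeR).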

Mice expressing constitutively active RAC1 develop rapid onset proteinuria, foot process effacement, and increased motility^33,34^.

As expected, several genes encoding for pro-inflammatory chemokines, such as *Cxcl1*, were significantly upregulated in the inflamed condition. 

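Other secreted factors of the chemokine and cytokine list rose from low levels. *Tgfb3*, encoding transforming growth factor beta 3, rose from 1.23 ± 0.645 to 11.1 ± 0.57 CPM in nephritic Pod TOM podocytes (n = 3 each; log2 fold change 3.15, standard error 0.41, adjusted p = 7.62e-05 from edgeR). *Csf1*, encoding a growth factor of macrophages, rose from 8.04 ± 1.37 to 23.3 ± 9.2 CPM (log2 fold change 1.53, standard error 0.294, adjusted p = 0.00158 from edgeR, but 0.0578 on length-scaled TPM counts and 0.297 on log2(TPM + 1)). *Ccl2*, encoding the monocyte chemoattractant MCP-1, was at 0 in every untreated library and at 0.56 ± 0.776 CPM in NTN, at least 8.81-fold higher with a floor of 3 counts over the group (adjusted p = 0.0467 from edgeR). The *Ccl2* call was lost without single replicates, with an adjusted p of 0.237 without replicate AOL_1225, 0.0899 without AOL_1081, 0.107 without AOL_1082 and 0.0988 without AOL_1086. *Il1b* was at 0.516 ± 0.163 and 3.59 ± 3.42 CPM (log2 fold change 2.80, adjusted p = 0.1 from edgeR, and 0.0217 without replicate AOL_1265).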

CXCL1 is an NF-κB-dependent potent neutrophil chemoattractant that was found to be expressed in *Actn4* KO podocytes and upregulated in FSGS kidney biopsies^35^. Among the most downregulated genes, the E3-ubiquitin ligase NEDD4 was recently found to be involved in ubiquitin-mediated proteasomal degradation of nephrin^36^. Therefore, this downregulation might represent an attempt to stabilize nephrin under stress.

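*Nedd4* (chromosome 9 of GRCm38, 72662346 to 72749852) fell from 1100 ± 38.5 CPM in untreated to 661 ± 59.2 CPM in nephritic Pod TOM podocytes (n = 3 each; log2 fold change -0.73, standard error 0.139, adjusted p = 0.00151 from edgeR). In MyD88 pko podocytes its log2 fold change was -0.60 (adjusted p = 0.0124 from edgeR, but 0.0822 without replicate BKV_729 and 0.132 without BKV_733). With the vomeronasal receptor signal of each library as a covariate, chosen after the values were seen, the *Nedd4* log2 fold change was -0.59 in Pod TOM (adjusted p = 0.105) and -0.47 in MyD88 pko (adjusted p = 0.186).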

As TLRs are among the most important sensors of an inflammatory environment, it was unexpected that a knockout of the central adaptor protein MYD88 in podocytes did not result in a significant alteration of experimental GN, especially as a podocyte-specific knockout of the NF-κB adaptor NEMO resulted in a significant attenuation of GN^5^. There are two plausible explanations for this observation. On the one hand, reducing podocyte-intrinsic MYD88-dependent TLR signaling alone may have minimal impact on the highly inflammatory environment during NTN, which is primarily orchestrated by endothelial cells and leukocytes. On the other hand, it is possible that the existence of MYD88-independent signaling pathways upstream of the NEMO/Ikkα/Ikkβ complex compensate for the loss of MYD88. In this context, TLR3 and TLR4 signaling may be important, as both can activate NF-κB signaling and Type I interferon responses via IRF3 independently of MYD88^8,9^. Indeed, we observed an induction of *Irf3* and its downstream targets, *Ifi44* and *Ifit1*, with a significant differential expression of *Isg15* when comparing nephritic and healthy MyD88^pko^ mice. 

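*Isg15*, encoding an interferon-induced ubiquitin-like protein, rose from 0.99 ± 0.205 CPM in untreated (n = 2) to 3.68 ± 0.952 CPM in nephritic MyD88 pko podocytes (n = 3; log2 fold change 1.89, standard error 0.584, adjusted p = 0.0323 from edgeR). The call was lost without single replicates, with an adjusted p of 0.1 without replicate BKV_884, 0.0909 without BKV_889, 0.193 without BKV_729 and 0.138 without BKV_733. In Pod TOM podocytes it was at 2.53 ± 0.64 and 2.35 ± 0.94 CPM (n = 3 each; log2 fold change -0.10, adjusted p = 0.896 from edgeR). The difference between the 2 responses had a log2 value of 1.99 (adjusted p = 0.751 from the interaction in edgeR).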

While our study suggests the potential involvement if IRF3-related signaling in podocyte injury, this finding has to be confirmed experimentally in future studies. The identification and a better understanding of these compensatory processes is important for our understanding of the role of podocytes in the pathophysiology of inflammatory glomerular diseases and for the development of more specific therapeutic strategies. The recently published *Irf3*^flox^ mouse now offers the opportunity to investigate the role of this molecule and interferon-related signaling specifically in podocytes in detail^37^.

Another limitation of our study is the use of a single disease model, as MYD88 might have context-dependent functions in podocytes. While our model causes glomerular injury by the deposition of immune complexes, the cytotoxic adriamycin model might be more suitable to analyze the impact of MyD88 on podocyte survival in future studies.

In summary, our study is the first to inhibit MYD88-dependent TLR signaling specifically in podocytes. In addition to shedding light on the adaptive mechanisms involved in immune-complex-mediated podocyte injury, this study highlights the significance of MYD88-independent signaling pathways in recognizing and responding to cellular injury. This prompts the question of whether these pathways might be potential therapeutic targets in the future.

### Supplementary Information

Supplementary Figures.

## Data Availability

Bulk RNA-seq data is available at Gene Expression Omnibus (GEO) with accession number GSE222625. Other data underlying this article is either available in the article and its supplementary material or will be shared on a reasonable request to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

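The analysis started from the estimated counts the authors deposited for each transcript in each of 11 libraries, and from the effective transcript lengths deposited beside them. TPM values were recomputed from these counts and lengths. The study's methods name cutadapt 3.5, kallisto 0.43.1, sleuth 0.3.0 under R 3.5.0, Ensembl 90 and ConsensusPathDB 35, and the submitters' notes also name FastQC and SAMtools and the genome builds mm10 and GRCm38. Each file held 109282 transcripts, of which 107987 were matched by Ensembl identifier to GENCODE M21 on GRCm38 and 1295 were not. The unmatched transcripts held 0.467% to 0.638% of the counts of a library and were left out. Matched counts were summed over 34547 genes and rounded to whole numbers, because the tests used expect counts. Transcripts of mitochondrial genes held 3.33% to 6.25% of the counts of a library. Reads, sleuth bootstraps and pathway databases were not used here. The results of some genes and of some members of the gene lists are not reported here.

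Genes were kept by edgeR's filterByExpr with a minimum count of 10, scaled by TMM and tested with the robust quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with 1 coefficient for each of 4 groups. Comparisons were NTN against untreated in each genotype, MyD88 pko against Pod TOM in each condition, and the difference between the 2 NTN responses. P-values were adjusted by Benjamini-Hochberg within each comparison, and transcripts were tested in the same way. Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, and again with the correlation estimated for each list. Principal components used log2 CPM with a prior count of 2. DESeq2 1.42.0 served as an alternative test, and limma on the natural log of counts + 0.5 as a stand-in for the scale of sleuth without its bootstraps. Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The p-values measure the spread between these libraries, since the sources do not say how many mice went into 1 library.

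Of the genes that passed, those named in the text follow a rule with 4 parts. Part a is every gene the study names. Part b is, for each comparison, the 8 higher and the 8 lower genes with the smallest adjusted p under 0.05 that have a symbol, a mean of at least 10 CPM over the 2 groups and no overlap between the libraries of the groups. Part c is up to 4 members of each gene list with the smallest adjusted p under 0.05. Part d is the tested transcripts of the genes in part a, and transcripts chosen as in part b with a mean of at least 5 CPM. The 28 gene lists were written before the data were examined. A gene or transcript that is at 0 in a whole group has no finite fold change, so the text gives a lower bound with 3 counts over the group as the floor, which covers counting error only.

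The alternatives were listed before the data were examined, apart from 4 that were added later. They vary the normalization, the test, the filter, the libraries in the fit, the scale and the choice of transcripts, and leave out each library in turn. The 4 later ones leave out the 3 libraries with most signal over vomeronasal receptor genes, add that signal as a covariate, keep only genes with a mean of at least 5 CPM, and combine the sleuth scale with the libraries compared and 1 transcript per gene. Without the 3 libraries, nephritic MyD88 pko podocytes are left with 1 library, BKV_890, and nephritic Pod TOM podocytes with 2.

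The fits were tested on simulated data with the same group sizes, in which far fewer genes changed than in the real libraries. For NTN in Pod TOM podocytes, 65, 64 and 64 of 20079 genes were changed by a log2 fold change of 1, 2 and 3, up or down at random. Genes were drawn independently of each other. The shares below therefore need not hold for the real data, where 3381 genes were higher and 2106 lower. For NTN against untreated in Pod TOM podocytes, edgeR recovered 23.1% of genes simulated with a log2 fold change of 1, 60.9% at 2 and 68.8% at 3, and 3% of its calls were false. For MyD88 pko against Pod TOM in NTN the shares were 26.7%, 71.9% and 66.7% with 2.8% false calls, and for the difference between the responses 6.7%, 57.8% and 58.7% with 8.2% false calls. Of the calls of DESeq2, 19.3% were false for NTN in Pod TOM and 22.8% for the genotypes in NTN. For transcripts of nephritic against untreated Pod TOM podocytes, edgeR recovered 0% at a log2 fold change of 1, 9.4% at 2 and 22.2% at 3. For transcripts of MyD88 pko against Pod TOM in NTN it recovered 0%, 6.3% and 30.6%. Camera called the 1 list that had been raised and 0 of 20 random lists. Their genes were independent, so this cannot test lists of correlated genes. In the real data, other splits of the nephritic libraries gave up to 18 lists.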

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

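The tests of library depth, of the transcripts at 0 in untreated libraries and of a lower share of podocytes were chosen only after the result was seen, and the predictions for the endothelial and mesangial markers replaced a draft after the list results were seen.

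The summed signal over the 549 vomeronasal receptor genes had a median of 326.2 CPM in the 6 NTN libraries and 73.5 CPM in the 5 untreated ones. Library depth is excluded as the explanation, because the ratio of these medians, 4.44, remains after division by depth. Genomic DNA could add signal over silent genes, and the test set before the data were examined was a spread of more than 10-fold in the gain per kilobase among 5 gene families, which was met at 54.8. Its premise of silent genes failed, since 510 of 1407 olfactory receptor genes were at 1 CPM or more in untreated libraries, and a follow-up on members under 1 CPM, chosen afterwards, gave 3.45, so genomic DNA remains open. Lymphocytes in the sort might bring some of the antigen receptor signal, and the prediction was a rise of the lymphocyte list in both genotypes. Of 10 markers, 2 were higher in nephritic Pod TOM (camera adjusted p = 0.184) and 1 in nephritic MyD88 pko podocytes (camera adjusted p = 0.377). The sort took only cells negative for DAPI and positive for mTomato, and lymphocytes as a source also remain open.

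A set of 22 transcripts was at 0 counts after rounding in every untreated library and above 10 CPM in every NTN library. The reverse held for 3 transcripts. Among the 22 were Synpo-204, Arhgap23-201 and Tpm1-205. For some the whole gene changed, as the gene totals, counted once for each transcript, had a median log2 fold change of 11.98 (quartiles 0.54 and 12.88). The predicted genes *Gm10717*, *Gm10715* and *Gm11168* each enter this median more than once. Division of reads among near-identical transcripts may account for others. Of 20 such transcripts from genes with several, 45% had at most 31 own 31-mers within their gene against 22.4% of 11291 comparison transcripts (Fisher's exact test, p = 0.027). Where the gene total changed under 2-fold, it was 100% of 9 (Fisher's exact test, p = 1.47e-06). Both tests treat transcripts as independent, although several share a gene, such as those of *Tpm1*.

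Markers of glomerular endothelial cells had a median log2 fold change of 1.81 in nephritic Pod TOM podocytes. A lower share of podocytes that raised the markers of all other cells alike is not seen, as the proximal tubule list had a median log2 fold change of -0.29. The cells came from isolated glomeruli, so tubule markers cannot tell whether other glomerular cells took a larger share. A lower share of podocytes therefore remains open. The median gain of the endothelial markers per kilobase was 11.7 times that of the vomeronasal receptors, which met the mark set against genomic DNA. Olfactory receptors gained more, 2.077 against 0.2072 CPM per kilobase, but many of them had signal in untreated libraries. Over members under 1 CPM there, a choice made afterwards, the gains were 0.354 and 0.1258. The endothelial sums also did not follow the vomeronasal signal. Replicates BKV_884 and BKV_889 held 376.5 and 466.1 CPM of that signal, with endothelial sums of 210.6 and 185.8 CPM. AOL_1231 held 276 and 346.8 CPM, while AOL_1225 was high in both (474.7 and 371.2 CPM). These values argue against genomic DNA as the source of the rise of the endothelial markers. Endothelial and mesangial cells in the sort could bring both marker sets, whose sums rose and fell together over the 6 NTN libraries (Spearman's rho = 0.943, permutation p = 0.0167; Pearson's r = 0.994, permutation p = 0.0028; r = 0.856 without the 2 farthest libraries). The gate on DAPI-negative, mTomato-positive cells selects against such cells, and how pure the sorted cells were is not given in the sources used here.

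A group of 9 satellite-like predicted genes, among them *Gm10801* and *Gm11168*, summed to a median of 39710 CPM in the NTN libraries, between 18120 and 77110, and to 2 to 4.45 CPM in the untreated ones. *Gm7334*, a predicted gene chosen after its values were seen, was at 2.71 and 5.26 CPM in untreated and nephritic Pod TOM podocytes and at 9.67 and 0 CPM in MyD88 pko podocytes (adjusted p = 0.00218 from the interaction in edgeR). The cytosolic ribosomal protein genes had a median log2 fold change of 0.98 in nephritic Pod TOM podocytes.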

How the results depend on the processing

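The alternatives that use the vomeronasal receptor signal, the filter at 5 CPM and the combined transcript setting were chosen only after the result was seen. No paired analysis was possible because no replicate number occurs in more than 1 group. The difference between the 2 responses uses all 4 groups and has no value with only the libraries of the groups compared. Leaving out the 3 libraries with most vomeronasal receptor signal leaves BKV_890 as the only nephritic MyD88 pko library, so a call lost there in a comparison with that group does not speak against the result. The signal itself separates NTN libraries (130.5 to 474.7 CPM) from untreated ones (60.7 to 91.2 CPM). As a covariate it can take up part of the NTN effect, so calls lost with it do not show that a change came from this signal.

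In nephritic Pod TOM podocytes, 3381 genes were higher and 2106 lower. Leaving out 1 library gave 1981 to 3330 higher and 1288 to 2195 lower genes. Log2(TPM + 1) gave 1355 and 3355, leaving out the 3 libraries with most vomeronasal receptor signal 1467 and 1219, and the signal as a covariate 625 and 143. In MyD88 pko, with 2390 higher and 1743 lower genes, leaving out 1 library gave 669 to 3200 and 534 to 2335, the 3 libraries 727 and 202, and the covariate 857 and 261. Log2(TPM + 1) gave 1451 higher genes there.

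Between the nephritic groups, with 0 higher and 13 lower genes, DESeq2 gave 57 and 78, no filter on low counts 27 and 150, log2(TPM + 1) 9 and 3, genes with at least 5 CPM 2 and 6, and the covariate 3 and 41. Leaving out 1 library gave 0 to 20 and 3 to 41. The sleuth filter gave 2 higher and the sleuth scale 1 higher gene. RLE gave 8 lower genes, only the libraries of the groups compared 2, and length-scaled TPM counts 6. Leaving out the 3 libraries with most vomeronasal receptor signal leaves 1 nephritic MyD88 pko library, so no count is given for it here.

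Between the untreated groups 0 genes were higher and 4 lower. DESeq2 gave 12 and 24, no filter on low counts 47 and 90, length-scaled TPM counts 1 and 1, and leaving out 1 library 0 to 3 and 0 to 7. The sleuth scale and the covariate each gave 1 higher gene. Only the libraries of the groups compared gave 0 lower genes, log2(TPM + 1) 1, and leaving out the 3 libraries with most vomeronasal receptor signal 2. The difference between the 2 responses, with 1 gene, gave 48 with DESeq2, 92 with no filter on low counts, 0 with log2(TPM + 1), 0 without the 3 libraries, 0 with at least 5 CPM, 2 with the covariate and 1 to 4 without 1 library.

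For transcripts in nephritic Pod TOM podocytes, with 1799 higher and 1364 lower, DESeq2 gave 4539 and 3487, only the libraries of the groups compared 1162 and 775, 1 transcript per gene 1166 and 567, and leaving out 1 library 695 to 1452 and 478 to 1042. The sleuth scale gave 2793 higher, and the combined transcript setting 440 lower. Between the nephritic groups, with 0 and 1, DESeq2 gave 249 and 174, no filter on low counts 5 and 7, the sleuth scale 5 and 10, the combined setting 2 and 3, and leaving out 1 library 0 to 1 and 0 to 2. RLE, only the libraries of the groups compared and 1 transcript per gene each gave 0 lower.

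Of 28 gene lists, camera called 13 in nephritic Pod TOM, 11 in nephritic MyD88 pko, 11 between the nephritic groups, 4 between the untreated groups and 8 in the difference between the 2 responses, and 0 in each with an estimated correlation. It called 7 in MyD88 pko without the 3 libraries with most vomeronasal receptor signal, and 1 to 7 between the untreated groups without 1 library. The first principal component of the nephritic libraries held 47.03% on genes and 24.85% on transcripts.

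Among named genes, *Fnbp1* in nephritic Pod TOM reversed to a log2 fold change of -0.25 on length-scaled TPM counts and -0.49 on log2(TPM + 1). With the covariate, *Itgam* (-0.20), *Cxcr2* (-0.15) and *Cd3g* (-0.31) reversed in Pod TOM and *Cd3g* (-0.38) in MyD88 pko. A change of sign in a gene called under neither setting is counted as moved and not as reversed. With the covariate 82 named results were weaker, and without the 3 libraries 59 were.

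Each comparison of 3 with 3 libraries has 10 splits, too few for a share under 0.05. In nephritic against untreated Pod TOM, the true split gave 5487 genes and the highest other 0 (1 split of 10 with as many), 3163 transcripts against 1 (1 split), and 13 lists against 14 (3 splits). Between the nephritic groups it gave 13 genes against 2 (1 split), 1 transcript against 2 (3 splits) and 11 lists against 18 (7 splits).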

Differences from the paper's values

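Of the tests in these paragraphs, limma on the scale of sleuth with only the groups compared and 1 transcript per gene was chosen only after the result was seen.

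For nephritic against untreated Pod TOM podocytes, the paper gives 2915 higher transcripts, and edgeR called 1799. It gives 2382 lower transcripts in the text and 2328 in the figure legend, where edgeR called 1364. On the scale of sleuth, limma called 2793 higher and 1939 lower over all transcripts. The figure legends of the paper count 1 transcript per gene, and with that rule and only the groups compared the same scale gave 1288 higher and 440 lower. For MyD88 pko against Pod TOM podocytes in NTN, the paper gives 125 higher and 111 lower, where edgeR called 0 and 1. In simulated data this transcript test recovered 0% of changes at a log2 fold change of 1, 6.3% at 2 and 30.6% at 3. Few calls from it therefore do not show that few transcripts changed. The listed alternatives gave 249 and 174 with DESeq2 and 5 and 10 on the scale of sleuth, the later combination gave 2 and 3, and none came close to the paper's counts. The paper's test used bootstrap estimates of each transcript, which were not used here.

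The paper reports *Synpo* as the most changed gene. Its gene total had an adjusted p = 0.277 from edgeR, while Synpo-204 passed, with a difference on the scale of sleuth, 9.23, that matches the value in the figure, and with the second smallest p on that scale. *Arhgap23* as a gene had an adjusted p = 0.105 from edgeR, while Arhgap23-203 and Arhgap23-201 passed. *Tlr2*, higher in the paper, had an adjusted p = 0.132 from edgeR in Pod TOM, and 0.0496 without replicate AOL_1086. *Tlr3*, not regulated in the paper, passed as a gene in Pod TOM (adjusted p = 0.0067 from edgeR), while none of its transcripts passed. The paper also reports an increase of *Tlr3* beside the MyD88 pko data, where the gene had an adjusted p = 0.477 from edgeR. The legend of the figure cited there names a p-value under 0.05 and no adjustment, so the thresholds may differ.

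The paper reports *Irf3* and *Ifi44* as higher, citing a figure whose legend names a p-value under 0.05 and no adjustment. If that p-value is unadjusted, the threshold used here is stricter. In edgeR, *Irf3* had an adjusted p = 0.724 in nephritic Pod TOM and 0.386 in nephritic MyD88 pko podocytes, and *Ifi44* 0.0726 and 0.125. Irf3-207, which has no 31-mer of its own, passed in MyD88 pko (adjusted p = 0.0397 from edgeR). *Ifnar2*, also higher in the paper, had an adjusted p = 0.062 in Pod TOM and 0.937 in MyD88 pko from edgeR, and Ifnar2-203 passed in both on the scale of sleuth (adjusted p = 0.0448 and 0.0318 from limma). The paper reports *Scrib*, *Synpo*, *Myh9*, *Actg1* and *Actn1* as lower in nephritic MyD88 pko podocytes, and none of them passed in edgeR as a gene or as a transcript. For transcripts this says little, given the low recovery of that test in the simulated data.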

Other observations

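No test in these paragraphs was chosen only after the result was seen.

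Most genes of cytosolic ribosomal proteins and most nuclear genes of oxidative phosphorylation rose in nephritic podocytes. Of 80 cytosolic ribosomal protein genes, 63 rose and none fell in Pod TOM (71 and 1 when adjusted over the list alone; camera adjusted p = 2.15e-17, and adjusted p = 0.484 with an estimated correlation). Of 79 nuclear genes of oxidative phosphorylation, 54 rose and 1 fell (57 and 1 over the list alone; median log2 fold change 0.83, camera adjusted p = 6.55e-12, and adjusted p = 0.484 with an estimated correlation). Of 13 mitochondrial transcripts, 1 rose and 7 fell (1 and 8 over the list alone; median -0.56, camera adjusted p = 0.00349, and adjusted p = 0.582 with an estimated correlation). Of 19 antigen presentation genes, 9 rose (10 over the list alone; median 1.18, camera adjusted p = 0.000175, and adjusted p = 0.536 with an estimated correlation), with *B2m*, the light chain of MHC class I, at 85.5 ± 17.3 and 414 ± 134 CPM (log2 fold change 2.27, adjusted p = 6.65e-06 from edgeR).

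More genes of early and stress responses fell than rose. Of 24 immediate early and dissociation genes, 12 fell and 1 rose (15 and 1 over the list alone; median log2 fold change -0.81, camera adjusted p = 5.16e-07, and adjusted p = 0.582 with an estimated correlation), with *Fos* at 2590 ± 119 and 773 ± 212 CPM (log2 fold change -1.74, adjusted p = 1.15e-05 from edgeR). Of 24 genes of the unfolded protein response, 9 fell and 1 rose (9 and 1 over the list alone; median -0.41, camera adjusted p = 0.00117, and adjusted p = 0.582 with an estimated correlation). Of 30 basement membrane and matrix genes, 13 rose and 3 fell (13 and 4 over the list alone; camera adjusted p = 0.228), and of 28 cell cycle genes 2 rose and 2 fell (2 and 2 over the list alone; camera adjusted p = 0.244). Of 17 complement genes, 2 rose and 2 fell (3 and 2 over the list alone; camera adjusted p = 0.564). Of 7 parietal epithelial markers, 1 fell (1 over the list alone; camera adjusted p = 0.939), of 8 distal tubule markers 1 fell (1 higher and 2 lower over the list alone; camera adjusted p = 0.206), and of 7 erythroid markers 1 rose (0 over the list alone; camera adjusted p = 0.943).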
